# MicroRNA-330-3p promotes brain metastasis and epithelial-mesenchymal transition via GRIA3 in non-small cell lung cancer

**DOI:** 10.18632/aging.102201

**Published:** 2019-09-08

**Authors:** Chunhua Wei, Ruiguang Zhang, Qian Cai, Xican Gao, Fan Tong, Jihua Dong, Yu Hu, Gang Wu, Xiaorong Dong

**Keywords:** non-small cell lung cancer, brain metastasis, miR-330-3p, GRIA3, TGF-β1

## Abstract

Brain metastasis (BM) is associated with poor prognosis in patients with non-small cell lung cancer (NSCLC). We sought to identify microRNAs (miRNAs) that could serve as biomarkers to differentiate NSCLC patients with and without BM. Logistic regression was conducted with 122 NSCLC patients (60 without BM, 62 with BM) to assess the association between miRNAs and BM. We confirmed several risk factors for BM and revealed that serum miR-330-3p levels are higher in NSCLC patients with BM than that without BM. Overexpression of miR-330-3p promoted proliferation, migration, invasion and epithelial-mesenchymal transition (EMT) of NSCLC cells *in vitro* and NSCLC tumorigenesis *in vivo*. Knocking down miR-330-3p suppressed this metastatic phenotype. We identified putative miR-330-3p target genes by comparing mRNA microarray analysis data from A549 cells after miR-330-3p knockdown with candidate miR-330-3p target genes predicted by public bioinformatic tools and luciferase reporter assays. We found that GRIA3 is a target of miR-330-3p and that miR-330-3p stimulates EMT progress by mediating GRIA3-TGF-β1 interaction. Our results provide novel insight into the role of miR-330-3p in NSCLC metastasis, and suggest miR-330-3p may be a useful biomarker for identifying NSCLC with metastatic potential.

## INTRODUCTION

Brain metastasis (BM) is the leading cause of poor prognosis, recurrence, and death in patients with non-small-cell lung cancer (NSCLC). In nearly 10% of NSCLC patients, BM is already present at diagnosis [1], and develops eventually in 40-55% of these patients [2]. The median overall survival (OS) of NSCLC patients with BM is only 4–6 months after whole brain radiotherapy (WBRT) plus palliative treatment [3]. In patients with limited-stage small-cell lung cancer prophylactic cranial irradiation (PCI) may be of some benefit [4, 5]; however, the potential effects of PCI in NSCLC remain controversial [6, 7]. As a result, it is important to identify the risk factors for BM in patients with NSCLC.

MicroRNAs (miRNAs) are a class of conserved small non-coding RNAs 18-25 nucleotides in length [8–10]. A variety of miRNAs have been shown to possess oncogenic or tumor suppressor activity [11]. Generally, a single miRNA regulates hundreds of genes [12, 13]. Thus, miRNA profiling is an efficient alternative to gene expression profiling.

Several miRNAs are known to play roles in the development of NSCLC [14]. In preclinical studies, for example, NSCLC metastasis could be inhibited through manipulation of these miRNAs [15–17]. In studies of human patients, NSCLC BM was associated with miRNA-328 and miRNA-378 [14, 18]. Moreover, recent studies suggest that miR-330-3p contributes to oncogenesis in glioblastoma, colorectal cancer, and esophageal cancer [19–21]. Elevated miR-330-3p expression promotes the proliferation, survival, migration, and invasion of human esophageal cancer cells *in vitro*, and tumor formation in nude mice [21]. In our previous study, we demonstrated that miR-330-3p promote NSCLC invasion and metastasis [22]. In the present study, we investigated the potential role of miR-330-3p in NSCLC BM. Our findings indicate that serum and tissue miR-330-3p levels are higher in NSCLC patients with BM than those without BM, and that miR-330-3p may be a useful biomarker for identifying NSCLC with metastatic potential.

## RESULTS

### Human sample characteristics

The study included a total of 122 NSCLC patients, 62 with BM (BM+), and the remaining 60 without BM (BM-) upon diagnosis (Supplementary Table 1). The two groups did not differ in age. The female sex was overrepresented in the BM+ group (49/62 *vs.* 23/60). Tumor types in the BM+ group included adenocarcinoma (*n* = 54) and squamous cell carcinoma (*n* = 8). Lymph node was involved in 58/62 subjects. EGFR mutations included exon 19 deletions (*n* = 22) and L858R substitution in exon 21 (*n* = 20). The BM- group included adenocarcinoma (*n* = 41), squamous cell carcinomas (*n* = 10), carcinosarcomas (*n* = 2), large cell carcinoma (*n* = 1) and neuroendocrine carcinomas (*n* = 6). Lymph node metastasis was present in 51/60 subjects. EGFR mutation included exon 19 (*n* = 17) and exon 21 (*n* = 15).

Univariate analysis revealed significant associations of BM with the female gender, young age < 60 years, adenocarcinoma type, N2 or N3 lymph node metastasis, *EGFR*19 exon mutation and miR-328, miR-330-3p, miR-350 expression (*P* < 0.05, Supplementary Table 2). Multivariate logistic regression analysis revealed the following predictors of BM: female gender, age < 60 years, adenocarcinoma type, N2 or N3, *EGFR*19 exon mutation and miR-328, miR-330-3p expression (*P* < 0.05, Supplementary Table 2).

### MiR-330-3p distinguished BM+ from BM- patients and predicted BM occurrence

Serum miR-328 (*P* = 0.05) and miR-330-3p (*P* = 0.02) were significantly higher in BM+ patients, whereas miR-325, miR-326, miR-370 and miR-500-5p did not differ between the BM+ and BM- groups (Supplementary Table 3). Quantitative real-time PCR revealed higher miR-330-3p in the primary lung lesions in subjects with BM than in subjects without BM upon diagnosis (*n* = 30 each, *P =* 0.003, Figure 1A). Among the 60 patients with no BM upon diagnosis, 23 developed BM during the follow-up period (the median follow-up time was 17 months); the percentage of the patients who developed BM was higher in patients with high (above sample median) circulating miR-330-3p than subjects with low circulating miR-330-3p (*P* = 0.02). Kaplan-Meier analysis revealed shorter time to BM development with higher miR-330-3p (*P* < 0.01, Figure 1B).

**Figure 1:**
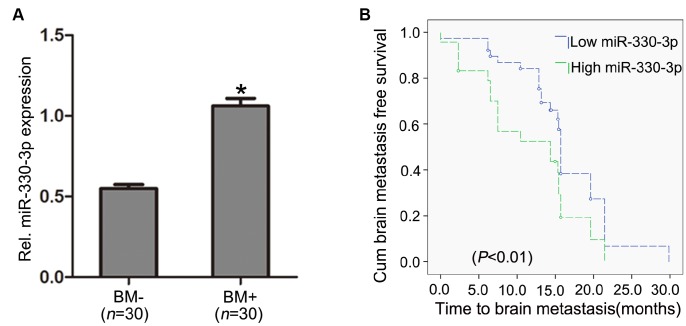
**MiR-330-3p expression in primary lung tissues.** (**A**) miR-330-3p expression was upregulated in primary lung tumor tissues with BM (BM+) compared with subjects without BM (BM-) upon diagnosis (n = 30 each). (**B**) Kaplan-Meier analysis of association between miRNA-330-3p and BM- free period.

### MiR-330-3p promoted proliferation, suppressed apoptosis and facilitated G1-S transition of NSCLC cells

We firstly explored the effects of miR-330-3p on NSCLC cells progress. Our previous work had demonstrated that the expression of miR-330-3p in NSCLC cell lines (A549, H460, HCC827, H1975 and PC-9) was significantly higher than in normal human bronchial epithelial cell line (BEAS-2B) [22]. In this study, we selected A549 (wild-type EGFR) and HCC827 (EGFR mutation at exon 19) cells as representative NSCLC cells.

For each cell line (A549 or HCC827), 3 types of stably transfected cells were generated: cells transfected with empty lentivirus, cells transfected with lentivirus overexpressing miR-330-3p, and cells transfected with anti-miR-330-3p lentivirus. Cells not subjected to viral transfection were included in experiments as an additional control. Transfection was verified using immunofluorescence staining (Supplementary Figure 1A) and qRT-PCR (Supplementary Figure 1B).

Proliferation was significantly increased by overexpressing miR-330-3p in both A549 and HCC827 cells at 24h and 48h, and decreased by miR-330-3p knockdown in HCC827 cells at 48h (*P* < 0.05, Figure 2A). Transfection with lentivirus alone did not affect cell proliferation.

**Figure 2:**
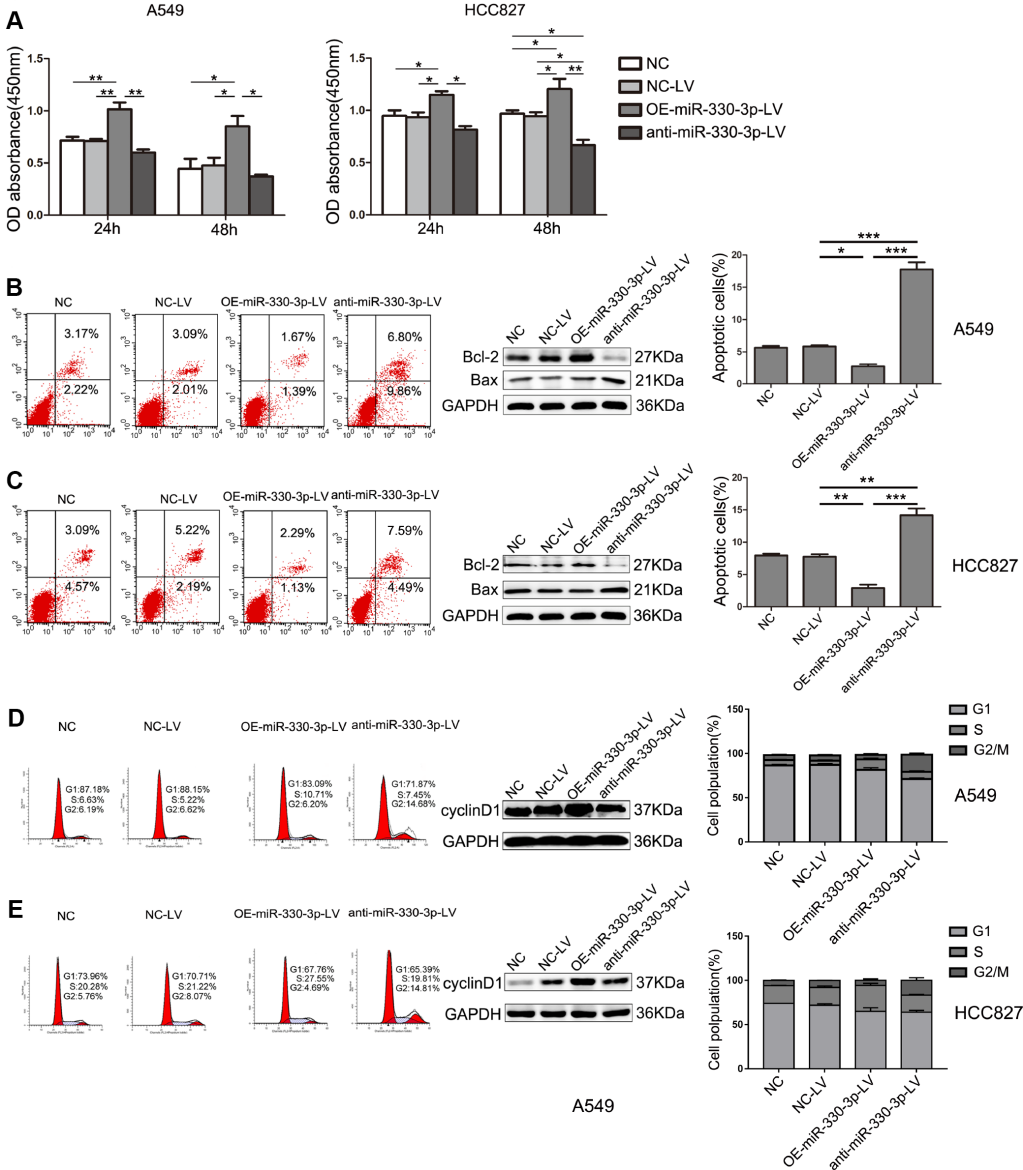
**MiR-330-3p regulated proliferation, apoptosis and cell cycle of NSCLC cells.** (**A**) The proliferative ability of A549 and HCC827cells after transfection was evaluated by MTT assay. Data represent mean ± SD. (**B**, **C**) The apoptosis of A549 and HCC827 cells was determined by Annexin V-fluorescein isothiocyanate (FITC)/7-amino-actinomycin D (7-AAD) staining. The percentages of Annexin-V-positive cells were indicated. The expression of Bax and Bcl-2 was determined by western blotting in A549 and HCC827 cells. GAPDH was used as a loading control. (**D**, **E**) The cell cycle was analyzed by flow cytometry after PI staining, and the data were processed with ModFit LT program. Western blotting of cyclin D1 was shown under each band. Protein level quantification was normalized to GAPDH. *P < 0.05, **P < 0.01, ***P < 0.001.

Flow cytometry showed that apoptosis was inhibited in overexpressing miR-330-3p-LV in both A549 cells and HCC827 cells compared with NC-LV groups (3.06% *vs.* 5.10%, 3.42% *vs*. 7.41%, respectively, Figure 2B, 2C). In contrast, cell apoptosis was increased by anti-miR-330-3p in A549 cells and HCC827 cells (16.66% *vs.* 5.10%, 12.08% *vs.* 7.41%, respectively; Figure 2B, 2C). Furthermore, the protein expression levels of Bax, Bcl-2, Bak, cleaved PARP and cleaved caspase 3, which are important apoptosis-associated proteins, were detected by western blotting. As shown, overexpressing miR-330-3p increased Bcl-2 and reduced Bax, Bak, cleaved PARP and cleaved caspase 3 expression (Figure 2B, 2C and Supplementary Figure 2A).

The effect of miR-330-3p on the cell cycle distribution was determined using flow cytometry. The results showed that overexpressing miR-330-3p increased the percentage of cells in the S phase, and decreased the percentage of cells in the G1 phase in both A549 and HCC827 cells (Figure 2D, 2E). To further elucidate the specific regulatory proteins responsible for the cell cycle arrest, we explored the effect of miR-330-3p on the cell cycle regulatory proteins cyclin D1, CDK4, CDK6, p21 and p27. As demonstrated, overexpressing miR-330-3p enhanced cyclin D1, CDK4 and CDK6 expression, decreased p21 and p27 expression (Figure 2D, 2E and Supplementary Figure 2B).

### MiR-330-3p promoted NSCLC cells migration, invasion and angiogenesis *in vitro*

Overexpressing miR-330-3p increased the capillary-forming ability in both A549 and HCC827 cells (Figure 3A). In cells transfected with the anti-miR-330-3p-LV, the tubular structure was incomplete and fluffy. The wound-healing assay showed increased migration by overexpressing miR-330-3p and decreased migration by the anti-miR-330-3p (Figure 3B). Transwell migration and invasion assay showed similar results (Figure 3C, 3D).

**Figure 3:**
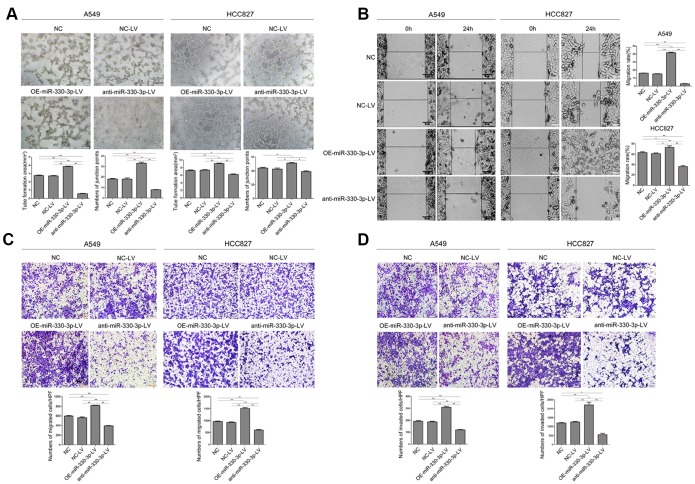
**MiR-330-3p promoted tube formation, cell migration and invasion in A549 and HCC827 cells.** (**A**) Tube formation assay measuring proangiogenic activity in A549 and HCC827 cells; tube formation was assessed using an inverted light microscope (Olympus IX71, original magnification ×100). (**B**) Wound-healing assays were performed to assess NSCLC cell migration. Wound closure was determined 24 h after the scratch. (**C**) Transwell migration assay measuring NSCLC cell migration in A549 and HCC827 cells stably transfected with NC-LV, OE-miR-330-3p-LV or anti-miR-330-3p-LV, respectively. (**D**) Transwell invasion assay was used to quantify cell invasion in a Matrigel-coated chamber. The average number of cells migrating per field of view in three different experiments is plotted. *P < 0.05, **P < 0.01.

Experiments in HUVEC cells cultured with conditioned medium from A549 or HCC827 cells showed that tube formation, migration and invasion of HUVEC cells were enhanced by overexpressing miR-330-3p in NSCLC cells and decreased by anti-miR-330-3p (*P* < 0.05 for both, Figure 4A–4C). Moreover, VEGF family was considered plays a crucial role in tumor angiogenesis, and VEGFA mediates the leading role. We detected the expression levels of VEGF family, and found that overexpressing miR-330-3p elevated the level of VEGFA and PIGF expression, knockdown of miR-330-3p inhibited the expression of VEGFA and VEGFC (Figure 4D and Supplementary Figure 3).

**Figure 4:**
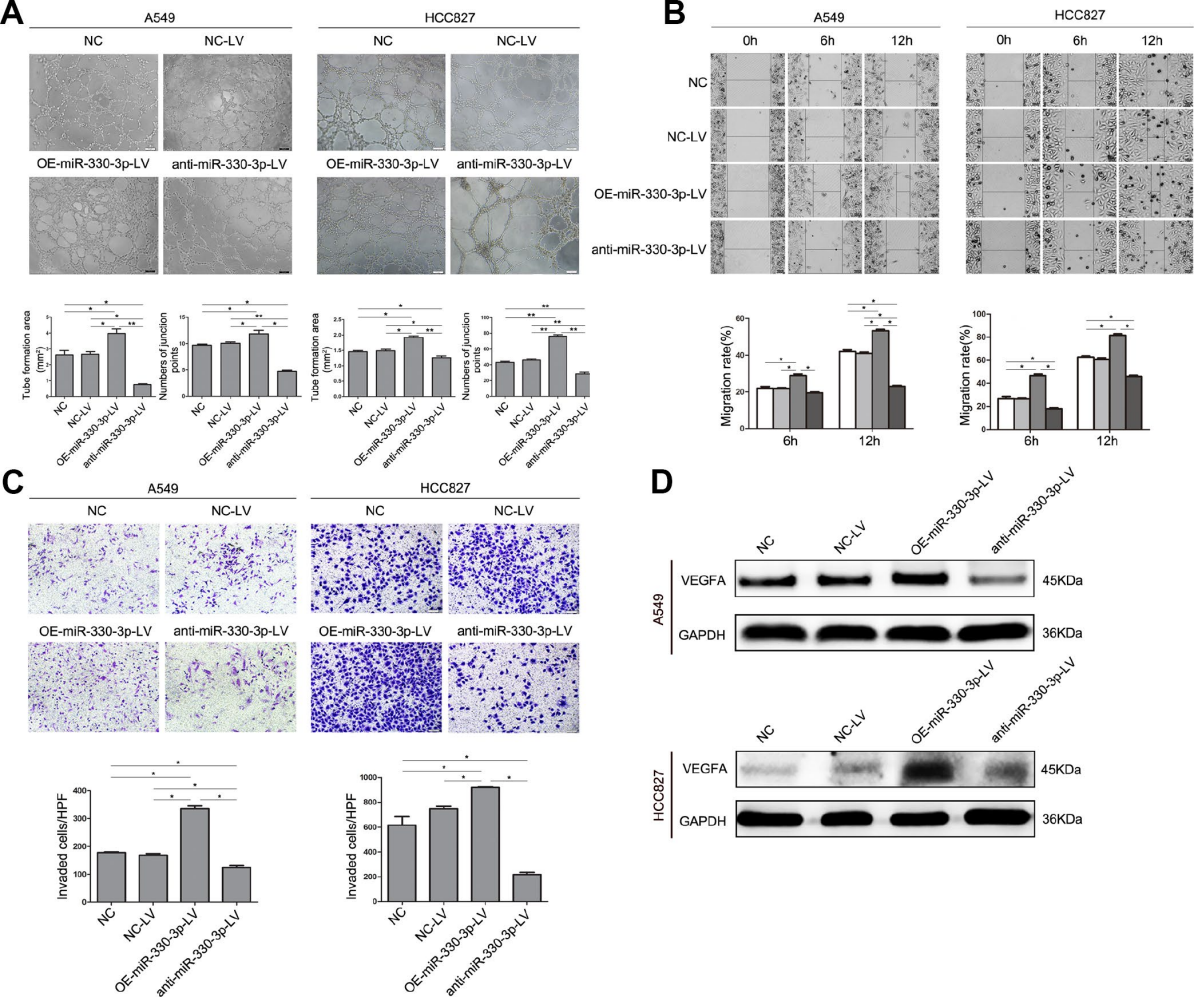
**MiR-330-3p promoted angiogenesis, cell migration and invasion of HUVEC cells co-cultured with A549 and HCC827 cells.** (**A**) HUVECs were seeded on top of extracellular matrix, in the presence of conditioned medium (CM) obtained from NC-LV, OE-miR-330-3p-LV or anti-miR-330-3p-LV-transfected A549 and HCC827 cells. Tube formation was assessed using an inverted light microscope (original magnification ×100). (**B**) HUVECs were seeded in 6-well plates, in the presence of CM obtained from NC-LV, OE-miR-330-3p-LV or anti-miR-330-3p-LV transfected A549 and HCC827 cells. Wound closure was determined 6 h and 12 h after the scratch. (**C**) Cell invasion was evaluated using a 24-transwell chamber with 8-μm pore insert. HUVECs were seeded in the upper chamber, in the presence of CM obtained from NC-LV, OE-miR-330-3p-LV or anti-miR-330-3p-LV-transfected A549 and HCC827 cells. The migrated cells were crystal violet-stained and assessed using an inverted light microscope (×100). (**D**) The expression of VEGFA by western blotting. *P < 0.05, **P < 0.01.

### MiR-330-3p promoted tumorigenesis and angiogenesis *in vivo*

In nude mice receiving subcutaneous injection of transfected A549 or HCC827 cells, implanted tumor grew at a faster rate in mice receiving cells overexpressing miR-330-3p (382.92 ± 89.60 *vs.* 206.68 ± 33.07 mm^3^ in mice receiving empty lentivirus control and *vs.* 212.12 ± 25.45 mm^3^ in mice receiving un-manipulated cells at 4 weeks), and at a slower rate in mice receiving cells with miR-330-3p knockdown (88.40 ± 23.35 mm^3^ at 4 weeks, *P* < 0.05; Figure 5A). The bioluminescence intensity was also enhanced in tumors injected with OE-miR-330-3p-LV NSCLC cells (Figure 5B). The survival time was shorter in mice injected with A549 or HCC827 overexpressing miR-330-3p compared with NC-LV group (*P* < 0.05, Figure 5C). Immunohistochemical analysis revealed that overexpressing miR-330-3p increased PCNA, cyclin D1, CD44 and β-catenin, and reduced cleaved caspase-3 and Bax in tumor tissues (Figure 6A). Immunofluorescence staining revealed decreased CD31 expression and lower number of stained vessels by anti-miR-330-3p (Figure 6B), and decreased CD31 expression in tissues of NSCLC BM- patients compared with BM+ (*P* < 0.05, Figure 6C).

**Figure 5:**
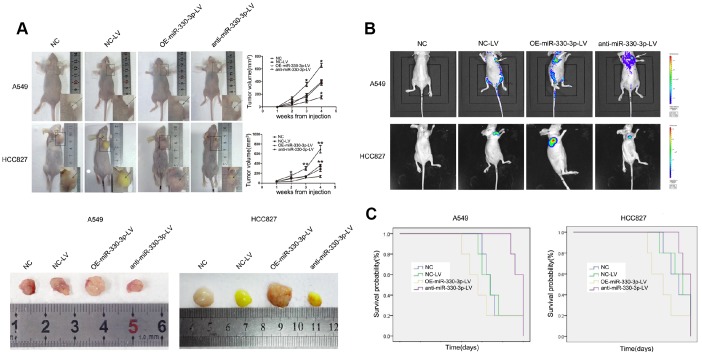
**MiR-330-3p induces tumorigenesis *in vivo*.** (**A**) A549 and HCC827 cells stably transfected with NC-LV, OE-miR-330-3p-LV or anti-miR-330-3p-LV were injected subcutaneously into nude mice. Four weeks after the injection, mice were photographed and killed. Tumor growth curves were obtained. (**B**) Representative bioluminescence images of tumor burden in the mice that received subcutaneous injection of indicated cells. (**C**) Survival curves represent the duration from injection until four weeks when mice were killed. *P < 0.05, **P < 0.01.

**Figure 6:**
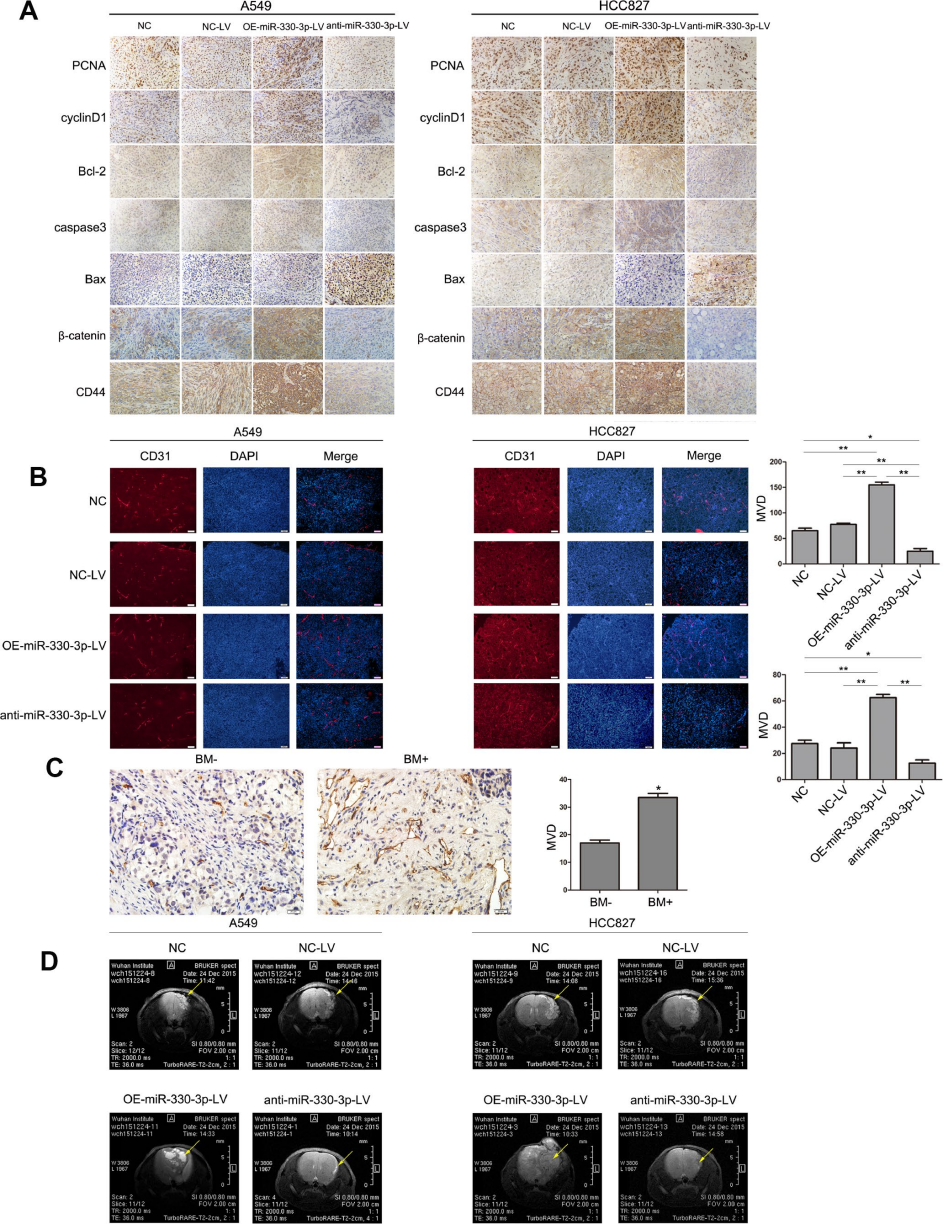
**MiR-330-3p induces tumor metastasis and angiogenesis in BM model.** (**A**) Immunohistochemical analysis of PCNA, cylinD1, Bcl-2, caspase3, Bax, CD44 and β-catenin expression in tissue sections of GFP-labeled tumors isolated from mice injected with A549 and HCC827 cells transfected with NC-LV, OE-miR-330-3p-LV or anti-miR-330-3p-LV. (**B**, **C**) Representative images of CD31-positive endothelial cells in tumor tissues of mice (**B**) and NSCLC patients (**C**). *P < 0.05, **P < 0.01, values are mean ± SD, one-way ANOVA test. (**D**) MRI images of metastatic tumors in the brain. Representative MRI of tumors is shown. A representative experiment of three was reported.

### MiR-330-3p promoted brain metastasis *in vivo*

In nude mice receiving orthotopic implantation directly into the brain, general conditions (weight loss and cancerous cachexia) deteriorated much faster in mice receiving HCC827 or A549 cells overexpressing miR-330-3p. MRI imaging at 25 days demonstrated multiple metastatic foci in mice receiving NSCLC cells overexpressing miR-330-3p *vs.* fewer/smaller orthotopic tumors in mice receiving cells transfected with empty lentivirus or un-manipulated cells (Figure 6D). Most mice receiving A549 and HCC827 cells expressing anti-miR-330-3p did not develop tumor foci (Figure 6D). These results suggested that miR-330-3p promoted the growth of metastatic tumors.

### GRIA3 is a direct target of miR-330-3p

Bioinformatics analysis using TargetScan, PicTar, HOCTar, Tarbase, miRanda and microCosm identified 4 genes: BMI-1, GRIA3, SOSTDC1 and AGTR2 (Supplementary Table 4). By comparing the candidate miR-330-3p target genes predicted by bioinformatics tools with the candidate target genes identified by the mRNA microarray analysis of A549 cells knocking down miR-330-3p and cells transfected with empty lentivirus (Supplementary Figure 4), we focused on GRIA3 in this study. 

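The microarray experiment compared A549 cells, a human lung adenocarcinoma line, that carried the anti-miR-330-3p lentivirus with A549 cells that carried the empty lentivirus (NC-LV). Each group had 3 arrays, numbered 72, 74 and 76 for anti-miR-330-3p and 79, 81 and 83 for NC-LV. Infection lasted 24 h and culture went on for another 48 h, after which, according to the sample labels, puromycin was used to select stable cells. The paper gives the polybrene concentration as 5 μg/ml and the labels give 2 μg/ml. Neither source says that the 3 arrays of a group came from separate cultures, so p-values here measure only the spread between these arrays, which may be technical. Each array was hybridized with Cy5-labeled RNA and gave 1 intensity for each of 31741 probes. Of these probes, 24734 carry 1 gene symbol in the platform annotation, 977 carry several and are not named here, and 6030 are unnamed here. The values deposited by the authors are linear intensities after background subtraction. How the arrays were scaled to each other is not given in the sources used here, and the median intensity was 165, 194 and 206 on the anti-miR-330-3p arrays 72, 74 and 76 and 255, 239 and 251 on the NC-LV arrays 79, 81 and 83. Because the medians differed, intensities under 1 were set to 1, log2 was taken, and the 6 arrays were quantile normalized. This choice bears on the direction of changes, since the medians of all 3 anti-miR-330-3p arrays lay below those of all 3 NC-LV arrays before it. Groups were compared probe by probe with limma, and p-values were adjusted with the Benjamini-Hochberg method over all probes. Array 76 stood apart from the others. It fell alone when the 6 arrays were clustered into 2 clusters on all probes, and its mean correlation with the NC-LV arrays was 0.952, against 0.967 for array 72 and 0.971 for array 74. Within their own group, the mean correlation was lower for array 72 (0.959) and array 74 (0.963). Array 72 stood apart too, on the second principal component (22.5% of the variance), at -93.3, with the other arrays between -2.47 and 43.6. On all probes, the anti-miR-330-3p arrays thus did not stand together as a group. No probe is named for miR-330-3p or its gene, so the knockdown itself was not checked on these arrays. The number of arrays limits the precision of every value.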

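GRIA3, which encodes an AMPA-type glutamate receptor subunit, was measured by 2 probes, and the intensity of both was higher in anti-miR-330-3p cells than in NC-LV cells. Probe PH_hs_0049155 had a log2 intensity of 7.88 ± 0.49 (SD, n = 3 arrays) with anti-miR-330-3p and 6.56 ± 0.41 (SD, n = 3) with NC-LV, a 2.50-fold difference. Its log2 fold change was 1.32 with a standard error of 0.34 (limma, adjusted p = 0.378). Probe PH_hs_0024278 was dimmer, with log2 intensities of 4.80 ± 0.19 and 4.06 ± 0.05 (SD, n = 3 each), a 1.67-fold difference. The deposited intensities of this probe were only 20.8 to 38.4 on the anti-miR-330-3p arrays and 14.8 to 18.7 on the NC-LV arrays. At such low values the difference between groups depends on how the arrays are scaled to each other. The log2 fold change of the probe was 0.74 with a standard error of 0.23 (limma, adjusted p = 0.379). With a constant of 50 added before log2 it fell to 0.23, and there, with the values as deposited (0.68) and without NC-LV replicate 81 (0.70), it also missed an unadjusted p under 0.05. For each probe, all 3 anti-miR-330-3p arrays lay above all 3 NC-LV arrays after normalization (exact two-sided permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). In the deposited intensities of probe PH_hs_0049155, anti-miR-330-3p array 72 (129) lay below NC-LV array 79 (138). Neither probe passed the adjusted threshold of 0.05 over all probes. Of the 3 predicted targets with a probe of their own, 1, GRIA3, was higher when adjusted over the list alone, which is not independent evidence since the study chose GRIA3 with these arrays. Of the other predicted targets, SOSTDC1, a secreted antagonist of BMP signaling, had a log2 fold change of 0.70 (limma, adjusted p = 0.538), and AGTR2, an angiotensin II receptor, had one of -0.08 (limma, adjusted p = 0.924), which turned to 0.15 when each array was centred on its median. For both genes the 2 groups of arrays overlapped. BMI1, a Polycomb protein, has no probe of its own here, because its probe is also assigned to a second gene. Probe PH_hs_0049155 passed the fold threshold of 2 after quantile normalization and fell below it, at a log2 fold change of 0.94, with the values as deposited and, at 0.99, with a constant of 50 added. The paper states that a comparison of the predicted targets with the microarray candidates led it to focus on GRIA3.

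**Figure D1:**
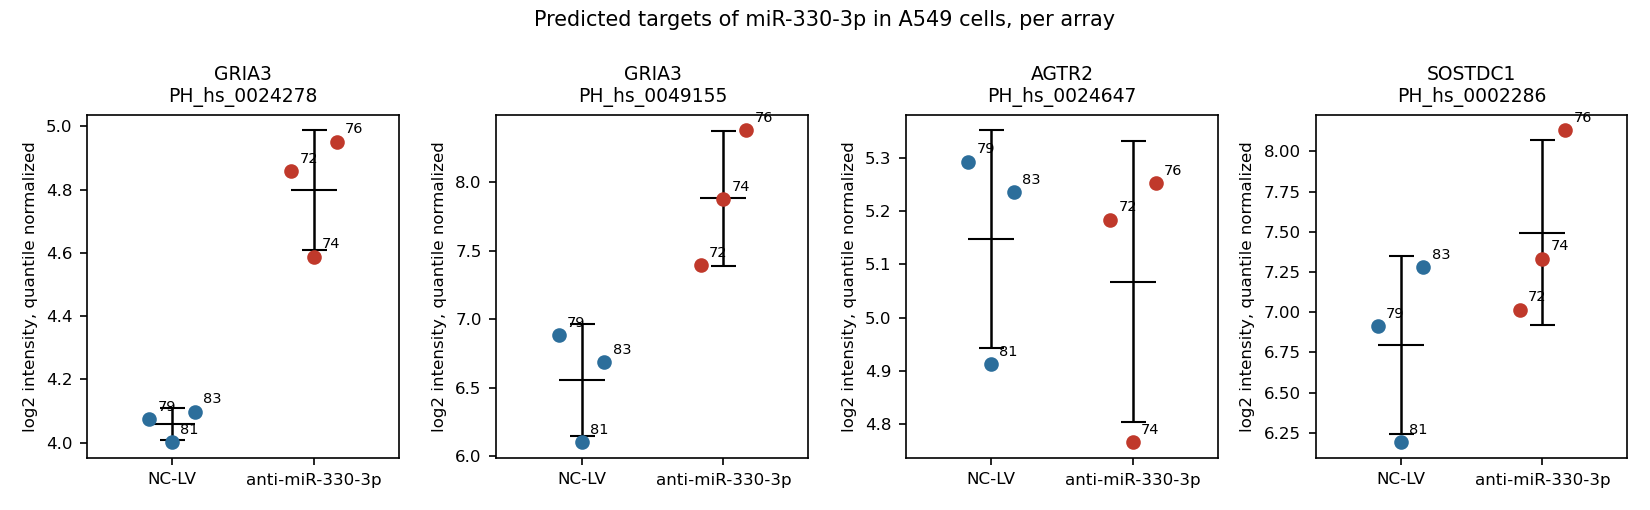
Quantile-normalized log2 intensity of each probe of GRIA3, AGTR2 and SOSTDC1 in NC-LV (blue) and anti-miR-330-3p (red) A549 cells. Points are arrays, labeled with their number, lines with bars show the mean and SD of 3 arrays, and each panel has its own axis, which does not start at 0. The 3 anti-miR-330-3p arrays lie above the 3 NC-LV arrays for both GRIA3 probes, and the groups overlap for AGTR2 and SOSTDC1.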

To determine whether miR-330-3p can directly target its binding sites in the GRIA3 3′-UTR, we generated luciferase reporter vectors containing the wild-type (Wt) or mutant (Mut) sequences of the GRIA3 3’-UTR. The reporter vectors were co-transfected with a miR-330-3p mimic into A549 cells, and the luciferase activity of the Wt reporter gene was inhibited, while not affected in Mut reporter gene (*P* < 0.05, Figure 7A). The expression of GRIA3 in A549 or HCC827 cells was increased by overexpressing miR-330-3p compared with NC-LV groups (*P* = 0.01 and *P* = 0.008, respectively), and decreased by anti-miR-330-3p (*P* = 0.009 and *P* = 0.006, respectively, Figure 7B). Western blotting yielded highly similar results (Figure 7C).

**Figure 7:**
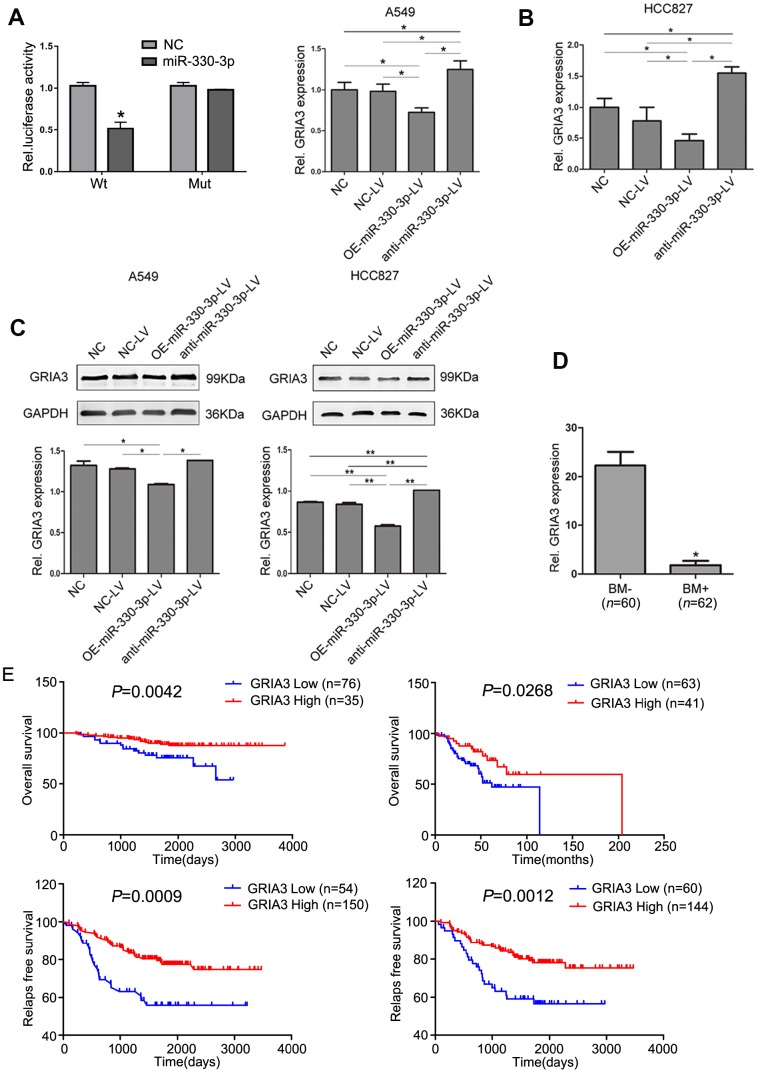
**GRIA3 is a direct target of miR-330-3p.** (**A**) Relative luciferase activity of 293T cells after co-transfection with wild type (Wt) or mutant (Mt) GRIA3 3′ UTR reporter genes and miR-330-3p mimics or control. (**B**) Expression of GRIA3 mRNA in A549 and HCC827-transfected cells was determined by qRT-PCR. (**C**) The expression of GRIA3 was analyzed in A549 and HCC827 transfected cells by western blotting. (**D**) Expression of GRIA3 mRNA in peripheral blood from 62 newly diagnosed BM+ and 60 newly diagnosed BM- NSCLC patients using qRT-PCR. (**E**) Kaplan-Meier plots with log rank test for overall survival and relapse-free survival of lung adenocarcinoma cancer patients with high GRIA3 expression and low GRIA3 expression, respectively. Data represent mean ± SD, *P < 0.05, **P < 0.01. *P* value was calculated by one-way ANOVA.

We then evaluated the expression level of GRIA3 in patient samples and found that GRIA3 expression was significantly lower in the 62 NSCLC patients with BM than in those without BM in the serum (*P*< 0.05, Figure 7D). Furthermore, we searched the PrognoScan dataset to determine the association of GRIA3 expression with prognosis. We found that overall survival and relapse free survival was significantly shorter in lung adenocarcinoma patients with low GRIA3 expression than in their counterparts with high GRIA3 expression (Figure 7E).

### Effects of GRIA3 overexpression on NSCLC cells

In the next experiment, we overexpressed GRIA3 in A549 and HCC827 cells with a pEnter plasmid containing a sequence encoding GRIA3 (Figure 8A). The results showed that overexpression of GRIA3 decreased cell viability in both cell lines (Figure 8B, 8C). Overexpression of GRIA3 in A549 and HCC827 cells decreased the migration and invasiveness (*P* < 0.01, Figure 8D–8F). Furthermore, the zymography assay were performed to evaluate the activity of MMP2 and MMP9. As shown in Supplementary Figure 5, the activity of MMP2 and MMP9 was significantly suppressed by GRIA3 overexpression in A549 and HCC827 cells.

**Figure 8:**
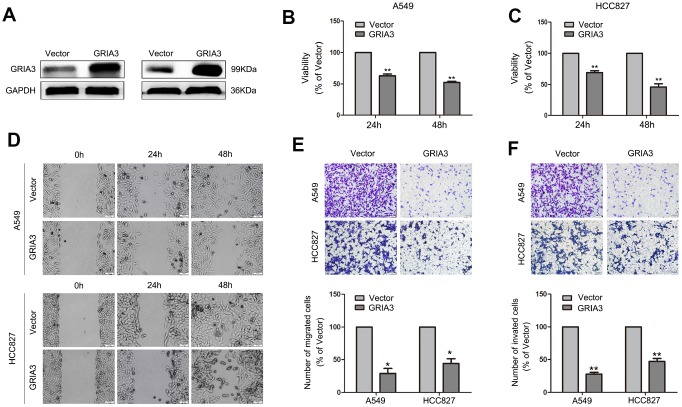
**Effects of GRIA3 overexpression on NSCLC cell viability, migration and invasion *in vitro*.** (**A**) GRIA3 protein expression by western blotting after transfection with GRIA3 or vector. (**B**) Representative images of the MTT assay of A549 and HCC827 cells transfected with GRIA3 or vector. (**C**) Representative images of the wound healing assay of A549 and HCC827 cells transfected with GRIA3 or vector. (**D**, **E**) Representative images (upper) and quantification (lower) of the Transwell migration assay (**D**) and Transwell invasion assay (E) of A549 and HCC827 cells transfected with GRIA3 or vector. Values are mean ± SD, *P < 0.05, **P < 0.01, one-way ANOVA.

### MiR-330-3p augmented NSCLC cells migration and invasion via TGF-β-induced EMT process

EMT is a driver of tumor metastasis and is involved in the invasion and migration of tumor cells [23, 24]. Therefore, we evaluated the effects of miR-330-3p on the expression of EMT-related proteins in NSCLC cells. We found that NSCLC cells with miR-330-3p overexpression showed relatively high expression of vimentin, N-cadherin, Slug, Claudin-1, Snail, Twist and ZEB1 (mesenchymal phenotypic biomarkers), and relatively low expression of E-cadherin (an epithelial phenotypic biomarker). In contrast, miR-330-3p knockdown in A549 and HCC827 cells decreased mesenchymal phenotypic biomarkers expression but increased E-cadherin expression (Figure 9A, 9B and Supplementary Figure 6).

**Figure 9:**
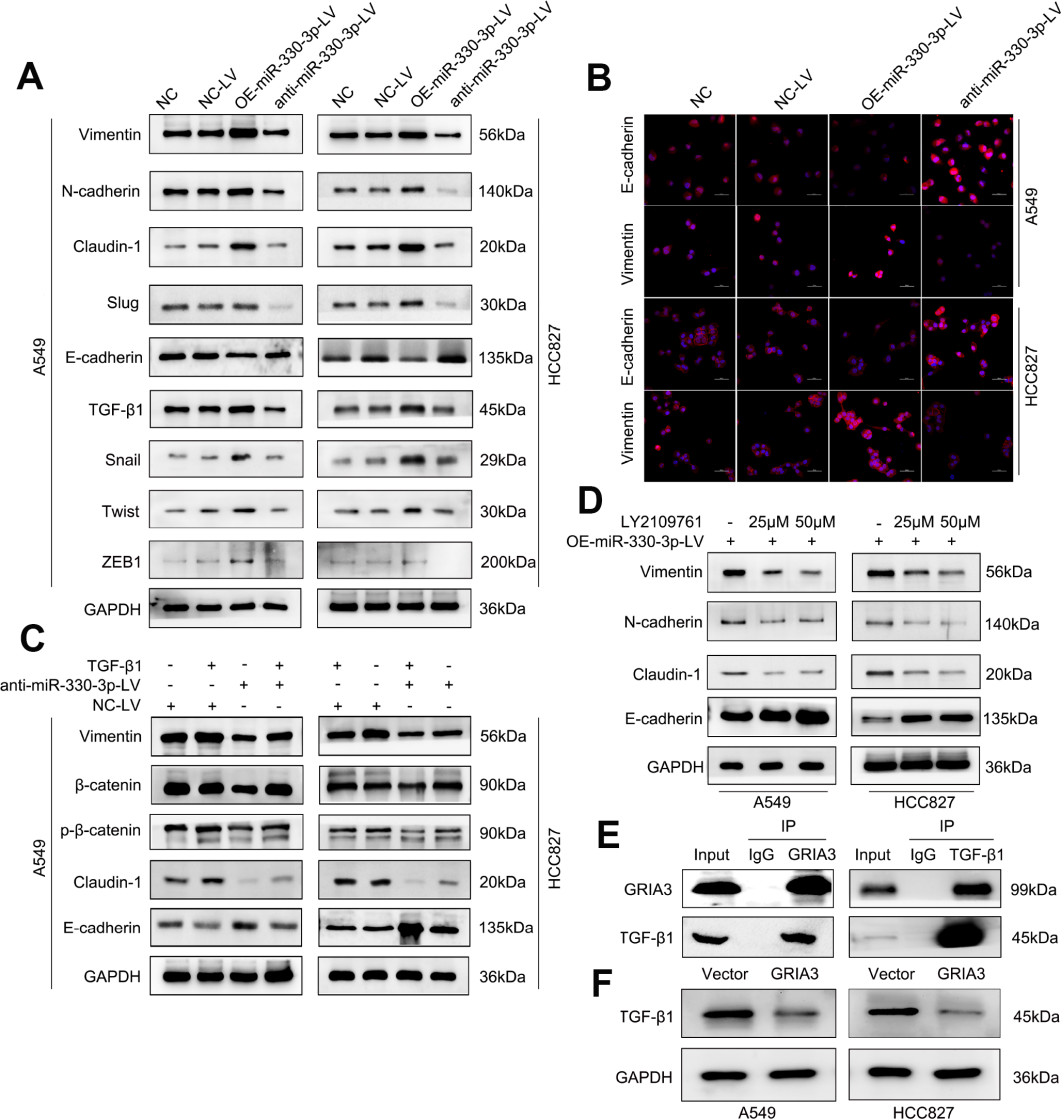
**MiR-330-3p promoted NSCLC cells migration and invasion via TGF-β-induced EMT process.** (**A**) Western blotting analysis of EMT related protein levels in the indicated cells. miR-330-3p could increase mesenchymal phenotypic biomarkers expression and decrease E-cadherin expression. (**B**) Immunofluorescence staining detected the Vimentin and E-cadherin expression in A549 and HCC827 cells. (**C**, **D**) Western blotting analysis of EMT associated protein expression in A549 and HCC827 cells treated with recombinant TGF-β1 (**C**) and the TGF-β1 inhibitor LY2109761 (**D**), respectively. (**E**) Co-IP and Western blotting indicating the endogenous interaction between GRIA3 and TGF-β1 protein in HCC827 cells. (**F**) Western blotting analysis evaluated TGF-β1 expression in A549 and HCC827 cells overexpressing GRIA3.

It is well known that TGF-β signaling pathway plays a central role in EMT induction and metastasis promotion in cancer [25, 26]. We speculated that miR-330-3p may contribute to TGF-β-mediated EMT in NSCLC cells. Firstly, miR-330-3p overexpression increased TGF-β1 expression (Figure 9A). As shown, treatment of TGF-β1 in A549 and HCC827 cells significantly altered the levels of EMT markers, showing downregulation of E-cadherin and upregulation of β-catenin, Vimentin and Claudin-1. In addition, TGF-β1 reversed the levels of the EMT markers attenuated by knockdown of miR-330-3p in A549 and HCC827 cells (Figure 9C). Furthermore, when treated with LY2109761 (a TGF-β inhibitor) in A549 and HCC827 cells overexpressing miR-330-3p, the simulative effect of miR-330-3p overexpression on EMT was suppressed (Figure 9D).

Next, we endeavored to determine how miR-330-3p regulates TGF-β1. We searched the R2 database to determine any association between GRIA3 and TGF-β1 in lung cancer patient populations. Interestingly, we found a dataset showed that GRIA3 was negatively correlated with TGF-β1 in a set of lung cancer patients (R = -0.455, *P* = 0.0053, Supplementary Figure 7). Furthermore, we searched the Multi-Experiment-Matrix database and found that GRIA3 and TGF-β1 were co-expressed (https://biit.cs.ut.ee/mem/index.cgi). To validate these findings, we performed coimmunoprecipitation assays and demonstrated that GRIA3 physically interacted with TGF-β1 in HCC827 cells (Figure 9E). We further examined the TGF-β1 expression in A549 and HCC827 cells overexpressing GRIA3, and found that the expression of TGF-β1 was decreased in these cells overexpressing GRIA3, showing TGF-β1 was the downstream of GRIA3 (Figure 9F). Taken together, we speculated that miR-330-3p promoted cell invasion and induced EMT may partially via targeting GRIA3 and then upregulating TGF-β1 in NSCLC cells.

## DISCUSSION

BM is the leading cause of death among patients with NSCLC. There is thus an urgent need to identify biomarkers of metastatic potential in this disease to elucidate the underlying mechanisms. Identifying patients at higher risk of developing BM will facilitate prophylactic measures to lower morbidity and mortality. To date, however, no specific markers have been found to identify NSCLC patients susceptible to BM. In two previous studies involving over 300 stage-III/IV Chinese patients, univariate analysis showed that female gender, age < 60 years, and non-squamous cell carcinoma were the risk factors for BM [27, 28]. Whether EGFR mutation is a reliable biomarker for BM in NSCLC remains controversial: two studies suggest EGFR mutation status is linked to BM [29, 30], whereas another study found similar rates of BM in NSCLC patients with wild-type or mutant EGFR [31]. In patients with mutant EGFR, the incidence of BM is reportedly higher in those with mutations at exon 19 than at other sites [27, 28]. The present study confirmed several previously reported risk factors for BM: the female gender, age under 60 years, adenocarcinoma, N2 or N3 lymph node metastases, and mutation at *EGFR* 19 exon.

A critical finding in the present study is that serum and tissue miR-330-3p levels are higher in NSCLC patients with BM than in those without BM. A univariate analysis performed to assess the association between the expression of six miRNAs (miR-325, miR-326, miR-328, miR-330-3p, miR-370, and miR-500-3p) and BM suggested that miR-330-3p is a risk factor for BM in NSCLC. Experiments that manipulated miR-330-3p in A549 and HCC827 cells showed that decreasing miR-330-3p expression promoted cell apoptosis, interfered with cell cycle progression, and inhibited proliferation of NSCLC cells *in vitro* and *in vivo.*

Angiogenesis is a hallmark of tumor progression [32]. NSCLC cells release several cytokines, which act to form autocrine and paracrine growth loops involving NSCLC cells and the microenvironments of BM foci [33]. VEGF is one of the major proangiogenic cytokines inducing neo-angiogenesis in NSCLC [34]. In the present study, we found that VEGF secretion and angiogenesis were reduced by miR-330-3p knockdown in NSCLC cells, suggesting that proangiogenic actions of miR-330-3p may contribute to BM.

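On the arrays of A549 cells with anti-miR-330-3p or NC-LV, 17 subunit genes of ionotropic glutamate receptors had a probe of their own. At a fold over 2 and an unadjusted p under 0.05 from limma, 2 of them, GRIA3 and GRIN2C, were higher in anti-miR-330-3p cells and 0 were lower, and none passed the adjusted threshold over all probes or adjusted over the list alone. GRIN2C, an NMDA receptor subunit, had a log2 fold change of 1.01 (limma, adjusted p = 0.378), which fell to 0.63 with the values as deposited. The other AMPA receptor subunits had log2 fold changes of -0.18 (GRIA1), -0.08 (GRIA2) and -0.20 (GRIA4). The median of the whole family was -0.08 (camera, adjusted p = 0.820; adjusted p = 0.939 with an estimated correlation), while the mean was 0.01 and camera's direction was up, so the family had no common direction. The sign of the median turned, to 0.16 relative to all genes, when the probes of a gene were averaged, and it turned to 0.04 without anti-miR-330-3p replicate 74 and to 0.0040 without NC-LV replicate 81. The brighter GRIA3 probe had a mean intensity at the 43.4 percentile of all probes and the dimmer one at the 8.86 percentile.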

Through target gene prediction based on bioinformatics and whole genome microarray analyses, we showed that GRIA3 gene is a downstream target of miR-330-3p. As one of the four subunits of the ionotropic glutamate receptor, GRIA3 is mainly expressed in the central nervous system (CNS). Expression of GRIA3 and other glutamate receptors has been associated with the development and progression of gliomas and neuroblastomas [35, 36]. Additionally, GRIA3 is an important mediator of tumor progression in pancreatic cancer *in vitro* and *in vivo* [37]. We also showed that expression of GRIA3 was inhibited at both the mRNA and protein levels by overexpressing miR-330-3p, and silencing miR-330-3p had the opposite effect. Furthermore, overexpression of GRIA3 reversed oncogenic effects induced by miR-330-3p. Experiments in the patient samples showed that serum GRIA3 levels are lower in BM+ NSCLC patients than BM- patients. Low GRIA3 expression correlated with poor prognosis in lung adenocarcinoma patients. These findings suggest that miR-330-3p promotes cell proliferation and invasion, at least in part by targeting GRIA3.

We further explored the mechanism underlying miR-330-3p promotion of NSCLC cell migration and invasion. A previous study showed that initiation of EMT in tumor cells is the major cause of lung cancer metastasis [38]. TGF-β1 promotes lung adenocarcinoma invasion and metastasis via a mechanism involving EMT [39]. The crosstalk between miRNAs and TGF-β-mediated EMT and tumor metastasis has been comprehensively reviewed in different cancer types [40]. In the present study, we investigated the influence of miR-330-3p on TGF-β-induced EMT and found that miR-330-3p knockdown in NSCLC cells inhibited TGF-β-induced EMT. We further showed that TGF-β1 could interact with GRIA3. We also observed that TGF-β1 and GRIA3 were co-expressed in lung cancer patient samples in the MEM database. These results suggested that miR-330-3p mediated NSCLC cells migration and EMT via GRIA3-TGFβ1 interaction.

In summary, our study identified risk factors for BM in NSCLC and showed that miR-330-3p overexpression is predictive of future development of BM. Our findings also indicate the importance of miR-330-3p in NSCLC progression and highlight the molecular mechanisms underlying miR-330-3p-mediated NSCLC cell migration, invasion, and EMT. Targeting miR-330-3p may be a novel therapeutic strategy for preventing BM in NSCLC patients.

## METHODS

### Patient samples

Study subjects were 122 patients with histologically confirmed NSCLC (using AJCC criteria) receiving treatment during a period from January 2012 to December 2013. This study was approved by the Institutional Review Board of Huazhong University of Science and Technology, Wuhan, China (No: IORG0003571). Written informed consent was obtained from all subjects. Blood samples were collected prior to any treatment. BM was established by confirmed oncologists based on whole brain CT scan or MRI. Patients without BM upon diagnosis (n = 60) received whole brain CT scan after every two cycles of chemotherapy to identify potential development of BM. Peripheral blood samples (3.5 ml) were harvested from subjects and put into anticoagulant-free tubes. Whenever possible, BM+ NSCLC patients were matched with their BM- NSCLC counterparts in terms of age, gender, histology, and stage at diagnosis. These samples were then centrifuged at 1000 rpm for 10 minutes at room temperature. Serum was transferred into RNA-free EP tubes and stored at -80 °C before RNA extraction. miR-330-3p was also measured in fresh lung tumor tissues (obtained with biopsy).

Tumor EGFR mutation status in exons 18 to 21 was determined by examining DNA extracted from formalin-fixed, paraffin-embedded archival tumor tissues on an amplification refractory mutation system (ARMS).

General data, including demographic information and smoking status, are summarized in Supplementary Table 1.

### Cell lines and reagents

A549 and HCC827 cells were obtained from the Institute of Biochemistry and Cell Biology of the Chinese Academy of Sciences. All cells were cultured in RPMI 1640 (Gibco, Grand Island, NY, USA) medium supplemented with 10% fetal bovine serum (10% FBS), 100 U/ml penicillin and 100 mg/ml streptomycin (Invitrogen, Carlsbad, CA, USA) in humidified air at 37 °C with 5% CO_2_. Human umbilical vein endothelial cells (HUVECs) were established as described [41].

### Quantitative reverse transcription-polymerase chain reaction (qRT-PCR)

Total RNA was extracted from 300 μL of serum using a miRNeasy serum and plasma kit (Invitrogen), as described previously [42]. TaqMan miRNA assays were used to detect and quantify miRNAs expression, and U6 was used as an internal control. According to the median of miRNA expression in the cohort of 122 NSCLC patients, we divided the values above or below the median into high or low miRNA expression group in the univariate analysis and multivariate analysis.

For GRIA3 mRNA determination, cDNA was synthesized from total RNA using PrimeScript RT reagent Kit (Takara, Dalian, China) and used as the template for quantification of GRIA3 levels by using SYBR Green RT-PCR Kit (Takara). GAPDH served as an internal control. All PCR reactions were carried out using StepOne Real-time PCR system (Applied Biosystems, Foster City, CA, USA), and data were analyzed using the comparative 2^-Δ^^ΔCT^ method. Three separate experiments were performed for each clone.

### Plasmids and stable transfection

Genomic sequence (*pre–miR-330-3p* or *hsa-miR-330-3p*) was inserted into the retroviral plasmid pMSCV-puro (Genehem, Shanghai, China). The resulting plasmid (pMSCV-miR-330-3p or pMSCV-hsa-miR-330-3p) was used to transfect cells together with the pIK packaging plasmid in 293T cells using a standard calcium phosphate transfection method [43]. The titer of lentivirus was determined with serial dilution method. Then, A549 and HCC827 cells were seeded into 96-well plates, followed by addition of 1 × 10^8^ TU/ml lentivirus, 5 μg/ml polybrene and Enhanced Infection Solution (Genechem). Cells were incubated in an environment of 5% CO_2_ at 37 °C for 24 h. The medium was refreshed, followed by culturing for additional 48 h. Cells were observed under a fluorescence microscope to evaluate the transfection efficiency.

### Western blotting

Total protein (30-50 μg) lysates were subjected to electrophoresis on 10% or 12% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), and transferred onto PVDF membranes (Millipore, Billerica, MA, USA). After blocking with 5% nonfat milk for 1 h, the membranes were incubated with primary antibodies overnight at 4 °C, followed by incubation with the corresponding secondary antibodies (Invitrogen) for 1 h at room temperature. Immunoreactive bands were visualized using the ECL detection system (Thermo Fischer, Waltham, MA, USA) and signal quantification was normalized to GAPDH. The primary antibody sources are listed in Supplementary Table 5.

### Determination of viability, apoptosis and cell cycle

Cell viability was determined using a standard MTT assay, as described previously [44]. Cells were plated 5000 per well in RPMI-1640 supplemented with 10% FBS in 96-well plates, and cultured overnight. Then cells were incubated with 0.5 mg/mL MTT for 4 h. After incubation, 150 μL crystal dissolving buffer was added and cells were shaken for 10 min. The absorbance was measured at 490 nm using Multimode Plate-Reader (PerkinElmer).

Cells undergoing apoptosis and necrosis were measured using PE Annexin V Apoptosis Detection Kit I (BD Bioscience, San Jose, CA, USA). Cell cycle distribution was determined by propidium iodide staining followed by flow cytometry using a FACScan (Becton Dickinson, Franklin Lakes, NJ, USA) [45].

### Microarray analysis

Total RNA isolated from A549 cells transfected with empty lentivirus and with anti-miR-330-3p lentivirus was labeled with Cy5, and then hybridized to Human Whole Genome OneArray^TM^ (Version 6.1, Phalanx Biotech Group). Results were scanned with an Axon 4000 scanner (Molecular Devices) and analyzed using a Genepix software package (Molecular Devices). Candidate genes were identified with filtering at fold change at > 2.0. 

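At a fold change over 2 and an unadjusted p under 0.05 from limma, 1508 of 31741 probes passed, 834 of them higher and 674 lower in anti-miR-330-3p cells. Of the probes that passed, 55.3% were higher. This share was 19.1% with the values as deposited (424 higher and 1798 lower) and 83.4% with each array centred on its median (2054 higher and 408 lower), so the split between directions followed the scaling of the arrays. The statistics section names the unpaired Student's t test for 2 groups in general, and no test is named for the arrays. With this t test, called the methods' test below, in place of limma, 830 probes passed (493 higher and 337 lower). Under all 3 scalings, 754 probes passed with the same sign, 359 higher and 395 lower. GRIA3 probe PH_hs_0049155 was among the higher probes and ranked 296 of 834 by fold change. After Benjamini-Hochberg adjustment over all probes, 5 probes passed an adjusted p under 0.05 in limma, 0 higher and 5 lower, and 3533 had an unadjusted p under 0.05. 1 of the 5, PH_hs_0031703, is named for LUC7L3, a splicing-related protein, with a log2 fold change of -3.77 (adjusted p = 0.0157) and deposited intensities from 4.95 to 6.98 on the anti-miR-330-3p arrays and from 64.2 to 112 on the NC-LV arrays. Of the 6 fits with 1 array left out, only that without anti-miR-330-3p replicate 72 kept LUC7L3 probe PH_hs_0031703 past the adjusted threshold, while its log2 fold change stayed between -3.93 and -3.60 in all 6. With a constant of 50 added before log2 it was -1.19. The other 4 probes are unnamed here, and 2 of them lay under the floor of 1 on all 3 anti-miR-330-3p arrays. With that constant, no probe passed the adjusted threshold in limma and 3402 had an unadjusted p under 0.05. Single arrays also moved the counts, to 2657 probes past the filter without anti-miR-330-3p replicate 72, and to 2 past the adjusted threshold without anti-miR-330-3p replicate 76 or NC-LV replicate 81 and 3 without NC-LV replicate 83.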

The data have been deposited in the NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE121323 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121323).

### Wound-healing assay

Cells were seeded at a density of 5 × 10^5^ cells in six-well plates and cultured until 90% confluency. The cell layer was scratched with a 200 μl sterile plastic tip, washed with PBS and re-cultured with culture medium containing 1% FBS. Cells migrate into the scratch area as single cells from the confluent sides; the width of the scratch gap was viewed under an inverted microscope (Olympus, Tokyo, Japan) and photographed at 0 h, 24 h and 48 h. Three replicate wells from a six-well plate were used for this experiment.

### Transwell migration and invasion assays

For migration assay, 5 × 10^4^ cells were transferred from serum-free media into the upper chamber of the 8-μm pore size membrane. The invasion assays were conducted using 6 × 10^5^ cells in serum-free media transferred on the upper chamber of an insert coated with Matrigel (BD Biosciences). Medium containing 10% FBS was added to the lower chamber. After 24h of incubation, the cells remaining in the upper membrane were removed with cotton applicators. The cells migrated or invaded through the membrane were stained with methanol and 0.1% crystal violet, photographed and counted under an IX71 inverted microscope (Olympus).

### Tube formation assay

Matrigel (50 μl/well, BD) was added to 96-well plates, and polymerized for 2 h at 37 °C. Cells (2-3 × 10^4^ per well) were added and cultured for 6-8 h in serum-free medium prior to image capture under a microscope at 100 × magnification (Olympus). The tube number of branches (the branching points are parts of the skeleton where three or more tubes converge) and number of loops [a loop is an area of the background enclosed (or almost) by the tubular structure] were counted.

### Angiogenesis assays

Invasiveness and tube formation of HUVECs were measured in the presence of conditioned medium (CM) obtained from A549 or HCC827 under specified treatment conditions, as described previously [46].

### Luciferase reporter assay

Wild-type or mutant 3’-untranslated regions (UTR) of GRIA3 were cloned into the pMIR-REPORT miRNA Expression Reporter Vector (Life Technologies, Pittsford, NY, USA). A549 cells were co-transfected with pre-miR-330-3p or controls and wild-type or mutant 3’-UTR-luc, as well as pRL-TK vector as an internal control for luciferase activity. 48 hours post-transfection, the cells were lysed and luciferase assays were conducted using the dual luciferase assay system (Promega, Madison, WI, USA). Each experiment was performed in triplicate.

### Subcutaneous xenograft experiments

Adult female BALB/C nude mice (4-5 weeks of age; Beijing Huafukang Bioscience Company, Beijing, China) were housed in a specific-pathogen-free environment. A549 or HCC827 cells permanently overexpressing miR-330-3por expressing ananti-miR-330-3p were injected subcutaneously (1 × 10^7^ in 100 μL serum-free RPMI-1640 medium). Tumor growth were measured every 3 days and presented as tumor volume (V) using the formula: V = 0.5 × a × b^2^, where a and b represent the longer and shorter tumor diameters, respectively. Four weeks later, mice were sacrificed for immunohistochemical and immunofluorescence examination. A separate group of 20 mice were used for survival analysis, in which mice were euthanized upon clear signs of prolonged distress, neurological impairment, or > 20% body weight loss.

After tumor formation, mice were tranquilized with ether and placed on a bioluminescence imaging system (Xenogen, Berkeley, CA, USA) to measure GFP fluorescence from tumors [47]. All experiments with mice were approved by the Institutional Animal Care and Use Ethics Committee of Huazhong University of Science and Technology.

### Immunohistochemical and immunofluorescence staining

Immunohistochemistry and immunofluorescence staining were performed as described previously [48, 49]. The primary antibodies included: PCNA, cyclinD1 (Abcam), Bcl-2 (Cell Signaling Technology), caspase-3 (Santa Cruz Biotechnology), CD31 (Abcam), E-cadherin (Proteintech, Chicago, IL, USA), Vimentin (Proteintech), CD44 (Proteintech) and β-catenin (Cell Signaling Technology). The secondary antibody for immunofluorescence staining was Alexa Fluor 594 goat anti-mouse Immunoglobulin G (IgG, Beyotime). The sections were examined under a fluorescence microscope (Olympus).

### Brain metastatic xenografts

Adult female BALB/C nude mice (6-7 weeks of age; Beijing Huafukang Bioscience Company were fixed on a stereotactic apparatus. A 2- to 3- mm incision was made along the cranial midline. Cells (3 × 10^5^ in 10-μL PBS) were injected into the brain unilaterally at the following coordinates: L: 2.0 mm, AP: -0.5 mm, D: 3.5 mm using a microsyringe [50]. Mice were examined using a 7T Magnetic Resonance Imaging (MRI). T2-weighted MRI images were used for data analyses.

### Gelatin zymography

MMP Zymography assay kit (for MMP2 and MMP9) (Applygen Technologie, China) was used to detect the activity of MMP2 and MMP9. Protein extracts were mixed with an equal volume of 2 × SDS-PAGE non-reducing buffer, and electrophoresed on 10% SDS polyacrylamide gels containing 10 mg/ml of gelatin. Gels were then washed twice for 30 min in buffer A at room temperature, and incubated for 48 hours at 37 °C in incubation buffer B. Gels were then stained for 2 hour with 0.25% Coomassie brilliant blue and then destained in destaining buffer (10% acetic acid and 20% methanol) for 60 min.

### Statistical analysis

Data are presented as mean ± standard deviation (SD). The log-rank test (based on K-M analysis) and Cox proportional hazards regression were used to analyze the association of clinical variables and miRNAs with BM. The levels of microRNAs were analyzed using the Mann-Whitney U rank sum test. Differences between 2 groups were determined by unpaired 2-tailed Student’s *t* test. Differences between multiple groups were determined by one-way ANOVA with post-hoc Tukey HSD test. All statistical tests were two-sided. *P* < 0.05 was considered statistically significant.

### Ethics approval

Investigation has been conducted in accordance with the ethical standards and according to the Declaration of Helsinki and according to national and international guidelines and has been approved by the Institutional Review Board of Huazhong University of Science and Technology, Wuhan, China.

## Supplementary Material

Supplementary Figures

Supplementary Tables

# Supplementary material for: MicroRNA-330-3p promotes brain metastasis and epithelial-mesenchymal transition via GRIA3 in non-small cell lung cancer
**Source:** Aging (Albany NY). 2019 Sep 8;11(17):6734–61. doi: 10.18632/aging.102201
**Supplement:** Supplementary Figures

SUPPLEMENTARY FIGURES

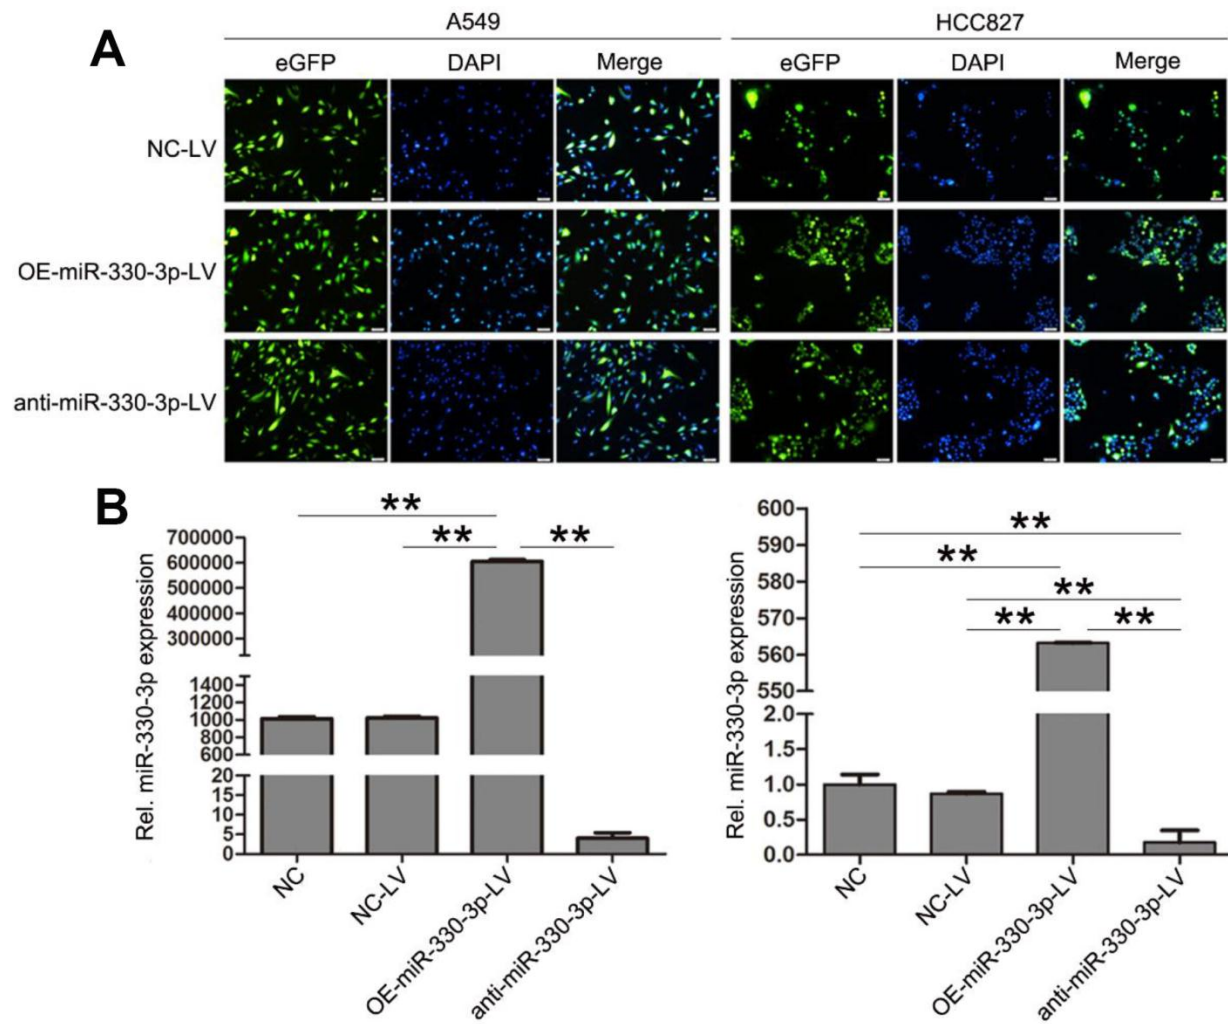

Supplementary Figure 1. Stable transfected A549 and HCC827 cells. (A) Green fluorescent protein (GFP) expression after A549 and HCC827 cells transfection with lentivirus. Transfection efficiency was assessed by immunofluorescence staining (original magnification $\times 100$). (B) After stable transfection, RNA was extracted and the miR-330-3p level was determined by qRT-PCR analysis. The amount of miR-330-3p was normalized to U6. $*P < 0.05$, $**P < 0.01$. NC: Cells not subjected to viral transfection; NC-LV: cells transfected with empty lentivirus; OE-miR-330-3p-LV: cells transfected with lentivirus over-expressing miR-330-3p; anti-miR-330-3p-LV: cells transfected with anti-miR-330-3p lentivirus.

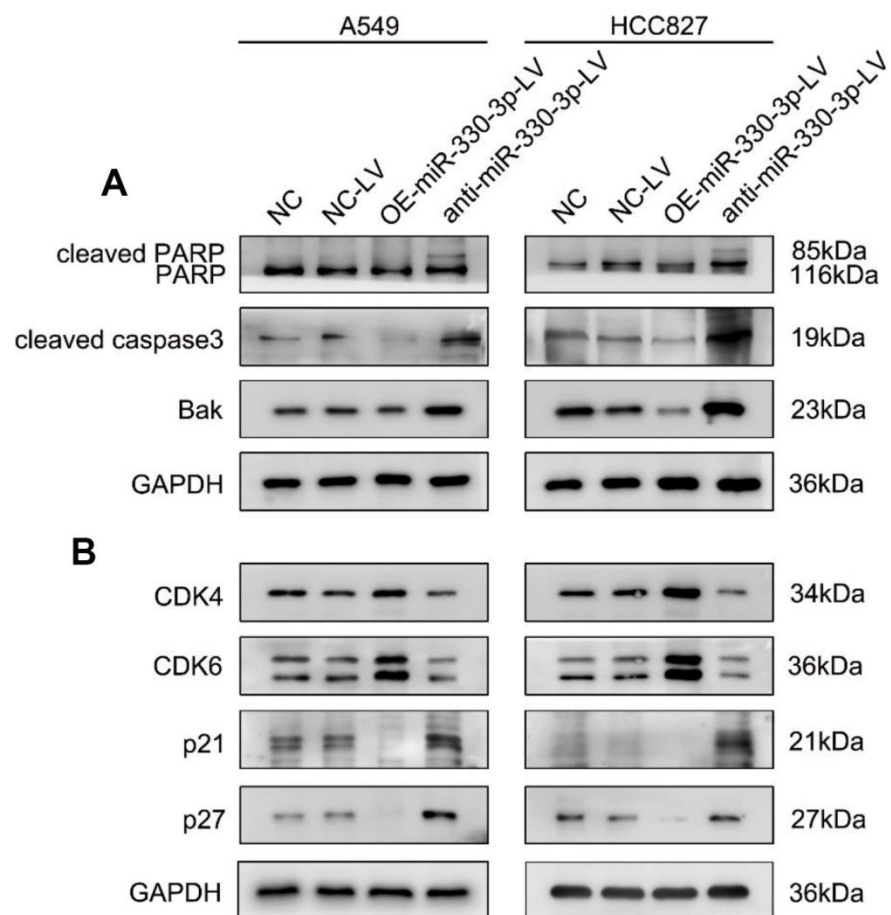

Supplementary Figure 2. MiR-330-3p regulated cell apoptosis and cell cycle of NSCLC cells. (A, B) Western blotting analysis evaluated the levels of cell apoptosis related proteins (A) and cell cycle regulatory proteins (B) in A549 and HCC827 cells.

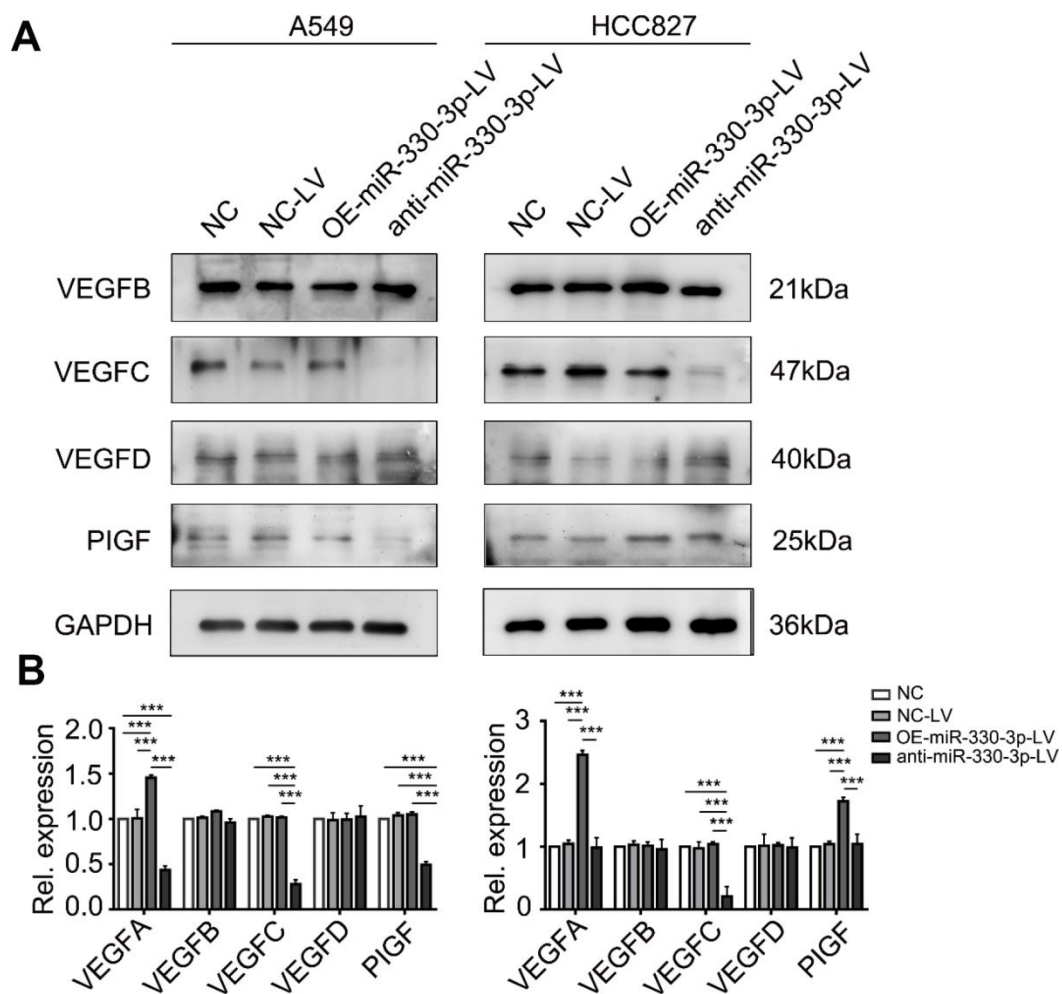

Supplementary Figure 3. MiR-330-3p promoted the expression of VEGF family of HUVEC cells co-cultured with A549 and HCC827 cells. (A, B) Over-expressing miR-330-3p elevated the level of VEGFA and PIGF expression, knockdown of miR-330-3p inhibited the expression of VEGFA and VEGFC by western blotting (A) and qRT-PCR (B). *** $P < 0.001$.

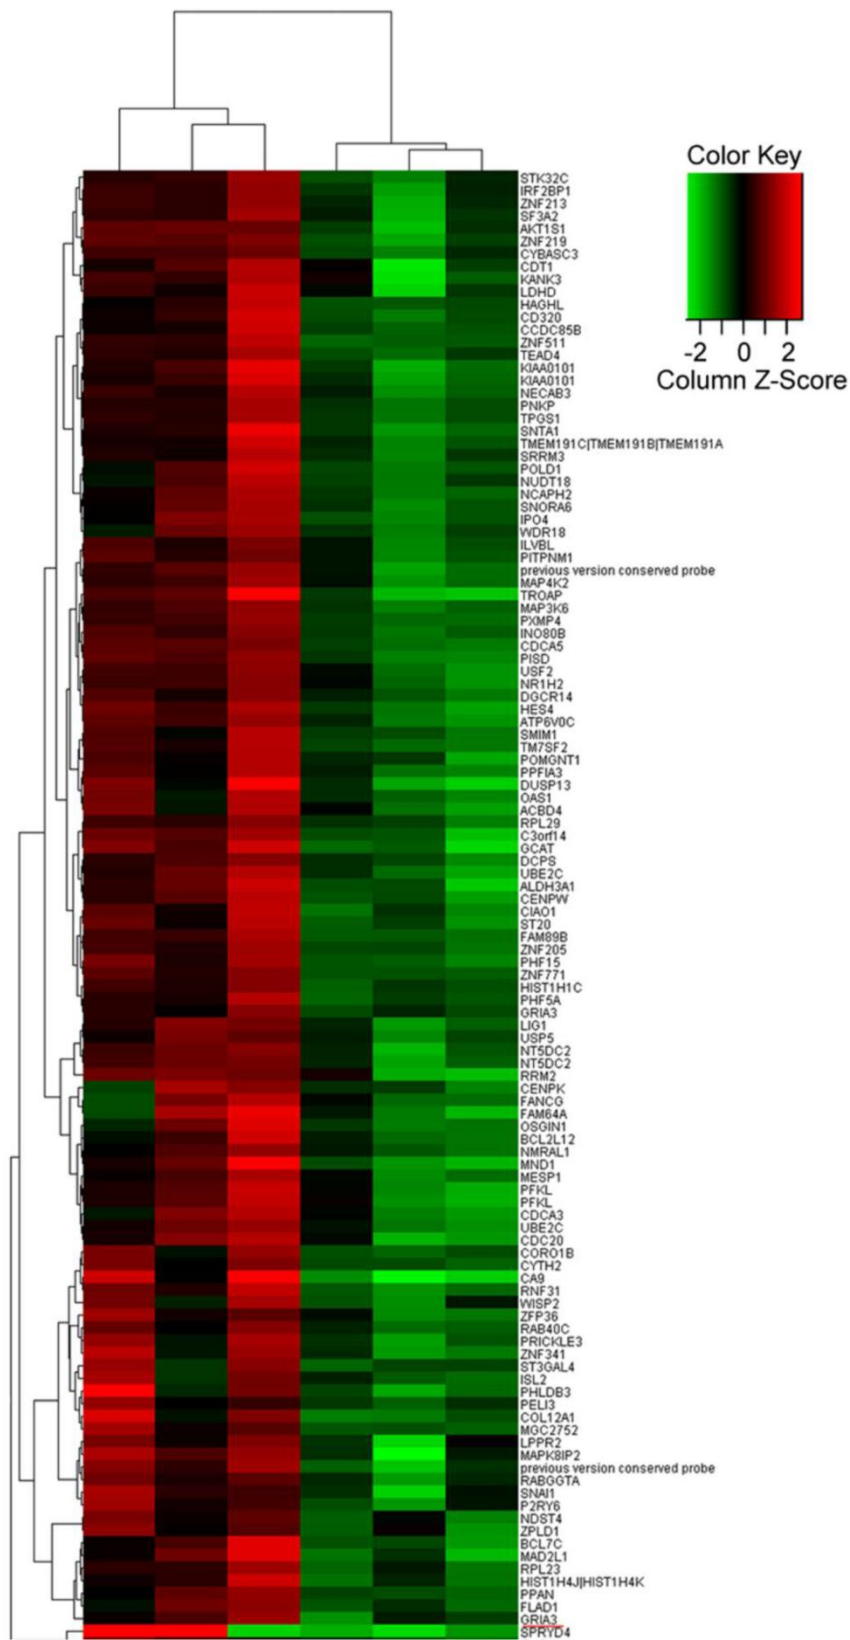

Supplementary Figure 4. Hierarchical clustering of differentially expressed genes in anti-miR-330-3p and NC-LV-treated A549 cells. Genes that were affected 42-fold with *P*-values below 0.05 were selected, classified and clustered.

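Genes of mitosis were on balance higher in anti-miR-330-3p cells. Of 32 measured genes of the mitosis list, fixed before the data were examined but after CDC20 and UBE2C had been seen in Supplementary Figure 4, 10 were higher and 0 lower at a fold over 2 and an unadjusted p under 0.05, and none passed the adjusted threshold over all probes or adjusted over the list alone (limma). Among the members past this filter were MAD2L1, a spindle checkpoint protein, with a log2 fold change of 1.67, and TTK, a checkpoint kinase, with 1.49, beside UBE2C (1.33), a ubiquitin-conjugating enzyme of the anaphase-promoting complex, and HMMR (1.04, and 0.64 with the values as deposited), a spindle-associated hyaluronan receptor. CDC20, an activator of that complex, had 1.45, and it missed an unadjusted p under 0.05 in 1 of 16 alternatives. The median log2 fold change of the list was 0.91 (camera with a preset correlation of 0.01, adjusted p = 1.1e-09). With an estimated correlation, of 0.583, the call was lost (adjusted p = 0.711). Without CDC20 and UBE2C the median was 0.86 over 30 genes. Since the genes of the list moved together, leaving out those 2 does not undo their having been seen first. Of 38 measured genes of DNA replication, 5 were higher and 0 lower by the same filter. Among them were RRM2 (1.65), a ribonucleotide reductase subunit, LIG1 (1.46), a DNA ligase, and POLD1 (1.35), a DNA polymerase subunit. POLD1 had 0.90 without anti-miR-330-3p replicate 76 and missed an unadjusted p under 0.05 with the methods' test. The median log2 fold change of the 38 genes was 0.55 (camera, adjusted p = 6.9e-05), and the adjusted p was 0.711 with an estimated correlation and 0.179 without anti-miR-330-3p replicate 74. Histone genes had a median of 0.38 over 16 genes (camera, adjusted p = 0.0399; adjusted p = 0.711 with an estimated correlation). The histone call was also lost with a constant of 50 added (adjusted p = 0.0526) and without any 1 of anti-miR-330-3p replicates 74 and 76 and NC-LV replicates 81 and 83, and 3 of them were higher when adjusted over the list alone, HIST1H2BJ (1.68), HIST2H2AC (1.19) and HIST1H1C (1.06). The mean of the mitosis list relative to the NC-LV mean was 0.33, 1.36 and 0.87 on anti-miR-330-3p arrays 72, 74 and 76, and -0.12, 0.52 and -0.40 on NC-LV arrays 79, 81 and 83, so the groups overlapped (exact two-sided permutation test, p = 0.2). Among single genes named by the fixed rule and measured above the floor of 1 on all arrays, the highest log2 fold change was that of CA9, a carbonic anhydrase, at 3.13 (limma, adjusted p = 0.370). SPDEF, an ETS transcription factor (2.70), ZBBX (2.66), PDC, which encodes phosducin (2.54), TROAP (2.31) and DUSP13, a phosphatase (2.18) followed, and CEACAM7, a cell adhesion molecule, was lower (-3.37). These genes missed the adjusted threshold, and SPDEF also missed an unadjusted p under 0.05 with the methods' test, with array weights and without anti-miR-330-3p replicate 76. The dim LUC7L3 probe PH_hs_0031703, above the floor as well, was lower still (-3.77). It passed the adjusted threshold (limma, adjusted p = 0.0157), a call that leaving out most single arrays ended. For GPAM, ANKRD33, FUT4, POU4F2, TFF2, DLC1, C8orf56 and FST, also lower, at least 1 anti-miR-330-3p array was under the floor, and for CUX2, OR6X1, USP50 and DNAH6, higher, at least 1 NC-LV array was, so no fold is given for them.

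**Figure D2:**
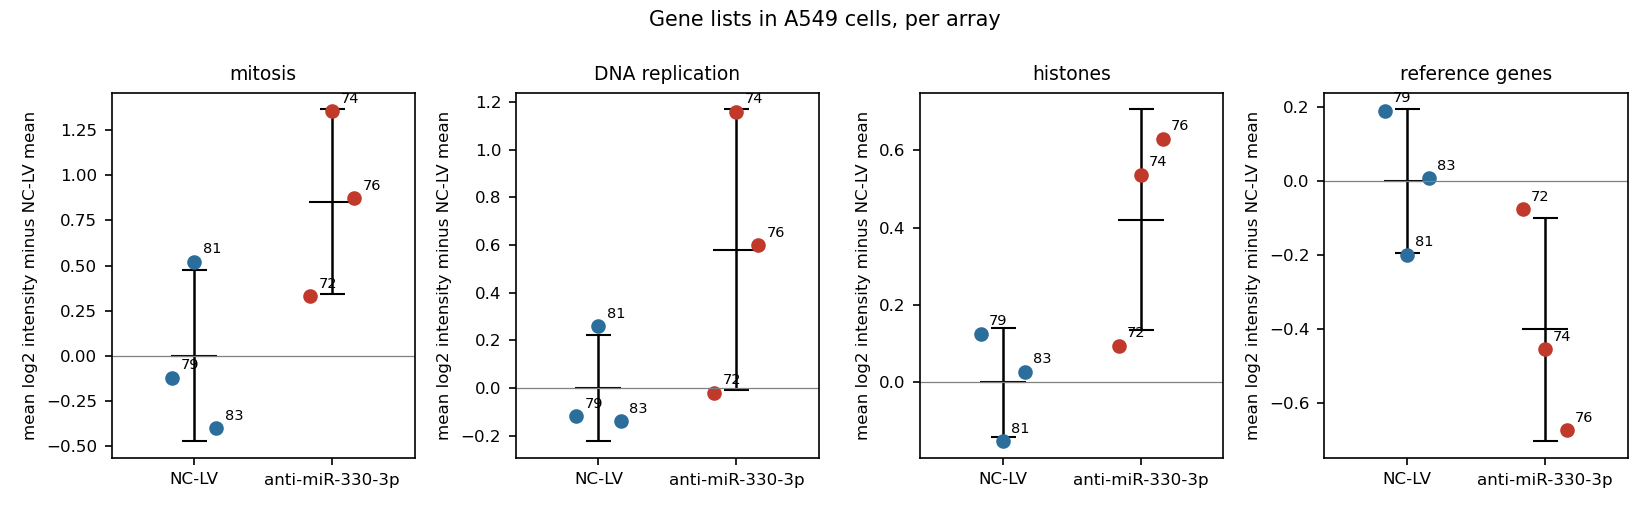
Mean log2 intensity of the genes of 4 lists on each array, minus the mean of the 3 NC-LV arrays (zero line), for NC-LV (blue) and anti-miR-330-3p (red) A549 cells. Points are arrays, labeled with their number, and lines with bars show the mean and SD of 3 arrays. NC-LV array 81 lies above anti-miR-330-3p array 72 for mitosis (0.52 against 0.33), and in the other panels the groups overlap as well.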

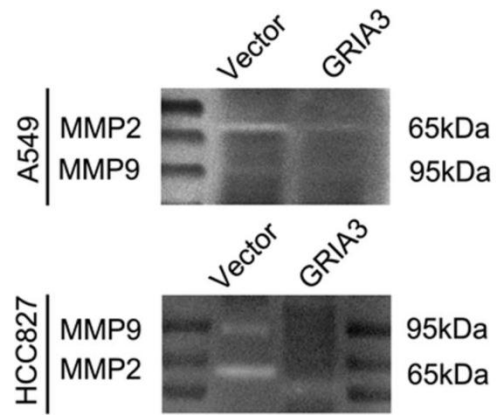

Supplementary Figure 5. Gelatin zymography assay was performed to detect the activity of MMP2 and MMP9 in A549 and HCC827 cells overexpressing GRIA3.

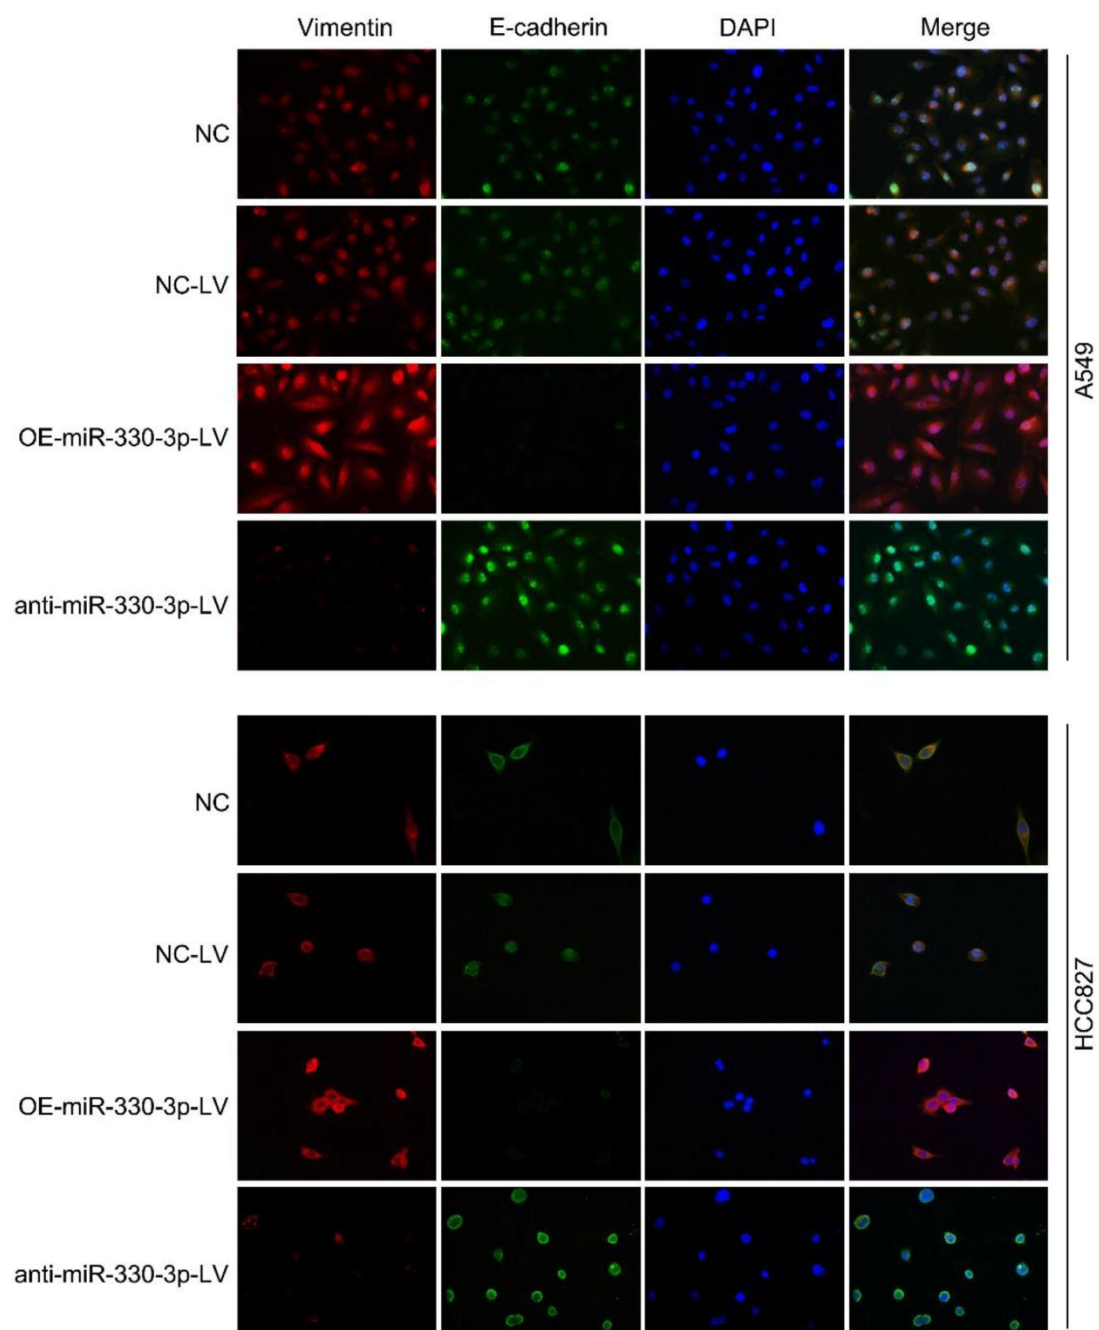

Supplementary Figure 6. Immunofluorescence staining detected the Vimentin and E-cadherin expression in A549 and HCC827 cells.

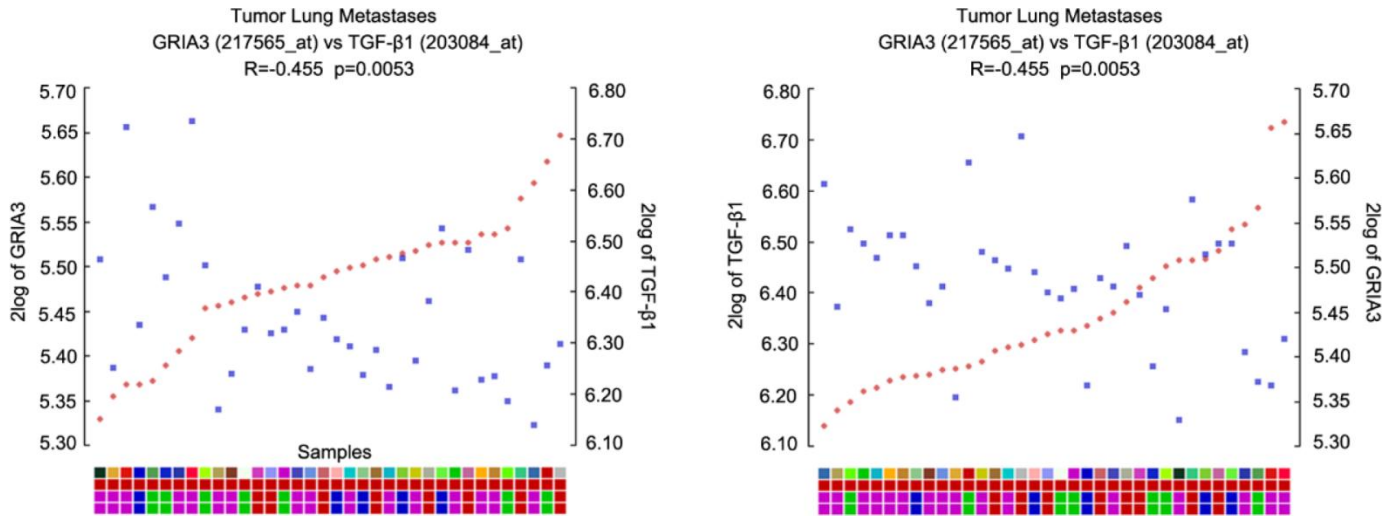

Supplementary Figure 7. GRIA3 expression was negatively associated with TGF-β1 in clinical NSCLC metastases specimens ($R = -0.455$, $P = 0.0053$). Gene correlation analysis was based on the TCGA NSCLC dataset and was analyzed via the R2: Genomics Analysis and Visualization Platform.

How the deposited data were processed for this re-analysis (not part of the article)

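Gene expression was measured in A549 cells that carried the anti-miR-330-3p lentivirus (3 arrays) or the empty lentivirus, NC-LV (3 arrays), on 1-colour arrays of the whole human genome. The authors scanned the arrays, took spot values with GenePix software and deposited linear intensity values after background subtraction. In each array's column, all deposited values under 60 in size were whole multiples, within 0.01 of a step, of a number that differed between arrays, from 0.729 to 1.74, so each array carries 1 scaling factor of its own. How this factor was chosen is not given in the sources used here. Of all values, 0.388% were at or below 0. No column was without a sample, and no background flags or detection calls were used.

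From these values, intensities under 1 were set to 1, log2 was taken, and arrays were quantile normalized, since the rule set before the data were examined kept the deposited scale only where array medians differed by at most 0.1 and quartiles by at most 0.2 on the log2 scale. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, all 6 arrays, no covariate), with Benjamini-Hochberg adjustment over 31741 probes. A filter was applied to the same fit that joins a fold over 2, which the methods give, with an unadjusted p under 0.05, which the legend of Supplementary Figure 4 and, for tests in general, the statistics section give. The paper does not name limma. The methods' test is the unpaired Student's t test, which the statistics section names in general and not for the arrays. With the methods' test in place of limma, 830 probes passed this filter, against 1508. Probes of 1 gene were not merged in tests of single genes. For gene lists a gene was represented by its probe with the highest mean over the 6 arrays, and lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over 27 lists. Gene symbols came from the platform annotation, 18360 in all, of which 18357 were found in the RefSeq gene table of GRCh38.p14 as symbols or synonyms. Probes with several symbols were not named, which leaves BMI1, ACTB and SDHA, among others, without a value, and no probe carries the symbol of PCNA, among others.

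Genes named in the text were chosen by a rule set before the data were examined: the genes the paper names for cells, CA9, CDC20, UBE2C and SNAI1, which had been seen in Supplementary Figure 4, the 10 genes with the largest change in each direction whose groups of arrays did not overlap, filled up with genes past this filter where fewer than 10 passed the adjusted threshold, and up to 4 members of each list with the smallest p. Other members of the glutamate receptor family and single members of lists were named after their values were seen. Nothing in the labels gave a slide, day or batch, and the replicate numbers of the groups are not shared, so no block was fitted. A comparison with predicted seed sites, a correction for GC content and a slide block were not run, because no transcript sequences and no slide positions were used here.

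Alternatives were the values as deposited, arrays centred on the median, a constant of 50 added before log2, the brightest 75% or 50% of probes, eBayes with trend and robust options, array weights, the methods' unpaired test, and leaving out each array in turn. Scaling to the upper quartile, keeping only probes above the floor on all arrays and leaving CDC20, UBE2C, CA9 and SNAI1 out of the lists were added after the data had been seen. The comparison was tested on simulated data with the real probes' means and spreads among 31741 probes. Changed probes were drawn only from those brighter than the median probe, and noise was drawn independently for each probe. Both GRIA3 probes and the 5 probes past the adjusted threshold were dimmer than the median probe. The shares below therefore do not describe them, nor how many unchanged probes pass where probes move together. A first simulation, with 100 probes changed by 1 and 100 by 2 on the log2 scale, recovered 0% and 0% of them at an adjusted p under 0.05. A second, with 40 changed probes at each of 5 sizes, was added after that result had been seen. At an adjusted p under 0.05, limma then recovered 0% of probes changed by 1 on the log2 scale, 40% of those changed by 2, 60% by 3, 80% by 4 and 95% by 6. The filter of fold and unadjusted p recovered 45% of those changed by 1, a change that equals the filter's own fold threshold. It recovered 95% of those changed by 2 and passed 1.69% of unchanged probes.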

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

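Of the explanations weighed here, the tests of quantile normalization, of the floor, of the scaling and of leaving out single arrays for DNA replication were chosen after the results had been seen. Genes of mitosis (median log2 fold change 0.91), DNA replication (0.55) and histones (0.38) were higher and reference genes (-0.40) lower in anti-miR-330-3p than in NC-LV cells by camera with a preset correlation, in genes that the study does not discuss for the arrays. The adjusted p was 0.711 for each of the 4 lists with an estimated correlation, and the smallest fry p, unadjusted, was 0.0534, for reference genes. Calls of histones and of reference genes also ended without some single arrays or with another scaling or constant, with relative medians of 0.15 for histones with a constant of 50 added and -0.15 for reference genes with the values as deposited.

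With the values as deposited, the median of mitosis and DNA replication genes relative to all genes stayed positive, at 0.88 for mitosis and 0.53 for DNA replication, which argues against quantile normalization as the source. The mitosis median lay above all 10000 random lists matched on mean intensity (percentile 100), which argues against a trend with intensity as the whole cause. With 1 array left out, the mitosis median relative to all genes stayed at or above 0.68, but that of DNA replication fell to 0.15 without anti-miR-330-3p replicate 74, so a single array may carry much of the DNA replication result. Of 10 splits of the 6 arrays, 2 gave a mitosis median as large as the real 0.91, the highest other split reaching 1.02 with arrays 72, 79 and 83 against the rest; 10 splits are too few for a share under 0.05. A difference in growth between the cultures, caused by the knockdown or not, stays open as untested. On knockdown the paper reports lower proliferation of HCC827 cells and slower tumor growth in mice that received A549 or HCC827 cells. Both are the opposite direction from these mitosis genes. In culture, it names no lower proliferation on knockdown for A549 cells, the line on these arrays, where it reports more apoptosis. All of these are other measures than mRNA on these arrays.

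The 5 probes past the adjusted threshold were all lower in anti-miR-330-3p cells and dim, at or below the 8.33 percentile of mean intensity. None of them, 0 of 5, passed with a constant of 50 added before log2, but no probe of the whole table did, and the constant shrinks the fold of any dim probe, LUC7L3 probe PH_hs_0031703 going from -3.77 to -1.19, so this test decides nothing. Of the 5 probes, 3 were above the floor on all arrays and 2 were under it on all 3 anti-miR-330-3p arrays. For those 2 the floor set the anti-miR-330-3p values, with an SD of 0. With only probes above the floor on all arrays, chosen after the data had been seen, 1 probe passed the adjusted threshold. Most of these calls thus depended on keeping floored probes in the fit. Whether this acted through the fit or through the adjustment was not tested. The real split called 5 probes and the highest other split 2, with 1 of 10 splits reaching the real number, too few splits for a share under 0.05.

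The share of higher probes past a fold over 2 and an unadjusted p under 0.05 moved by 64.3 percentage points between 4 scalings of the arrays, so the scaling may set this split, and which scaling is right cannot be read from these values. The real split gave 1508 probes past the filter and the highest other split 1376, with 1 of 10 splits reaching the real number, again too few splits for a share under 0.05.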

How the results depend on the processing

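Quantile normalization and the values as deposited differ in the median log2 fold change of all probes, 0.00 against -0.25, and centring on the median gives 0.16, so list values below are relative to all genes. The values as deposited, centring on the median and scaling to the upper quartile differ only by a constant for each array. Relative list medians are therefore the same in all of them by construction and count as 1 contrast with quantile normalization. Results for single probes are log2 fold changes, called at an unadjusted p under 0.05 in limma, and lists are called at an adjusted p under 0.05. GRIA3 was higher in anti-miR-330-3p cells under all alternatives run, from 0.94 to 1.56 on the log2 scale for probe PH_hs_0049155 and from 0.23 to 1.08 for probe PH_hs_0024278. Every alternative holds some scaling between arrays, the authors' or one set here, and the difference of the dim probe PH_hs_0024278 depends on it. The mitosis list kept its call under all other alternatives than camera with an estimated correlation and fry. For 91 other named probes and 1396 values under alternatives, 1220 stayed on the same side, 108 lost and 21 gained an unadjusted p under 0.05, and 47 turned sign. With the values as deposited, 8 probes were past the adjusted threshold (8 lower), and of probes past the filter 424 higher and 1798 lower were found, and the sign turned for VEGFA probe PH_hs_0004213 (-0.27), VEGFC probe PH_hs_0004575 (-0.016), CDK4 probe PH_hs_0005210 (0.16), MMP9 probe PH_hs_0009143 (-0.30), CDKN1A probe PH_hs_0024155 (0.021), VIM probe PH_hs_0025444 (0.029), CD44 probe PH_hs_0060296 (-0.30), study cycle apoptosis proteins (0.087), TGFB response (0.10), NRF2 targets (0.22), ribosomal proteins (0.45) and became called, miRNA machinery (0.049), neuron (-0.097), and the call was lost for GRIA3 probe PH_hs_0024278 (0.68), reference genes (-0.15), and a call was gained for cholesterol synthesis (0.44). With arrays centred on the median, 8 probes were past the adjusted threshold (8 lower), and 2462 probes were past the filter (2054 higher, 408 lower), and the sign turned for CDK4 probe PH_hs_0005210 (0.56), CDKN1B probe PH_hs_0012886 (0.089), CDKN1A probe PH_hs_0024155 (0.43), AGTR2 probe PH_hs_0024647 (0.15), HPRT1 probe PH_hs_0024909 (0.0054), VIM probe PH_hs_0025444 (0.43), BAK1 probe PH_hs_0060710 (0.39), CDKN1A probe PH_hs_0061784 (0.25), study cycle apoptosis proteins (0.087), TGFB response (0.10), NRF2 targets (0.22), ribosomal proteins (0.45) and became called, miRNA machinery (0.049), neuron (-0.097), and the call was lost for reference genes (-0.15). With a constant of 50 added, 0 probes were past the adjusted threshold (0 lower), and 671 probes were past the filter (341 higher, 330 lower), and the call was lost for GRIA3 probe PH_hs_0024278 (0.23), histones (0.15). With the brightest 75% of probes, 0 probes were past the adjusted threshold (0 lower), and the sign turned for neuron (-0.046). With the brightest 50% of probes, 0 probes were past the adjusted threshold (0 lower), and 933 probes were past the filter (481 higher), and the sign turned for interferon response (0.21), and the call was lost for histones (0.18), reference genes (-0.30). With trend and robust eBayes, 9 probes were past the adjusted threshold (9 lower). With the methods' test, 2 probes were past the adjusted threshold (2 lower), and 830 probes were past the filter (493 higher, 337 lower), and the call was lost for histones (0.38). With array weights, 9 probes were past the adjusted threshold (9 lower), and the sign turned for VEGFA probe PH_hs_0004213 (-0.0021), VEGFC probe PH_hs_0004575 (-0.11), MMP9 probe PH_hs_0009143 (-0.26), ZEB1 probe PH_hs_0012717 (0.012), TGFB1 probe PH_hs_0042077 (-0.053), ZEB1 probe PH_hs_0044728 (0.34), CDK6 probe PH_hs_0049222 (0.56), CD44 probe PH_hs_0060296 (-0.035), epithelial (-0.014), miRNA machinery (0.083), and a call was gained for leukocyte (-0.37). With arrays scaled to the upper quartile, 11 probes were past the adjusted threshold (1 higher, 10 lower), and 2283 probes were past the filter (1618 higher), and the sign turned for CDK4 probe PH_hs_0005210 (0.49), CDKN1B probe PH_hs_0012886 (0.012), CDKN1A probe PH_hs_0024155 (0.35), AGTR2 probe PH_hs_0024647 (0.070), VIM probe PH_hs_0025444 (0.36), BAK1 probe PH_hs_0060710 (0.31), CDKN1A probe PH_hs_0061784 (0.17), study cycle apoptosis proteins (0.087), TGFB response (0.10), NRF2 targets (0.22), ribosomal proteins (0.45) and became called, miRNA machinery (0.049), neuron (-0.097), and the call was lost for reference genes (-0.15), and a call was gained for cholesterol synthesis (0.44). With only probes above the floor, 1 probes were past the adjusted threshold (1 lower). At a fold over 1.5, 3422 probes were past the filter (2058 higher, 1364 lower). At a fold over 2 and an adjusted p under 0.05, 5 probes were past the filter (0 higher, 5 lower). With the mean of a gene's probes, the sign turned for glutamate receptors (0.16). With an estimated correlation in camera, the call was lost for DNA replication (0.55), mitosis (0.91), histones (0.38), reference genes (-0.40). With fry, the call was lost for DNA replication (0.55), mitosis (0.91), histones (0.38), reference genes (-0.40). Leaving out 1 array at a time ended the call of 18 of the other named probes and gave one to 8 in at least 1 fit. It gave these ranges for counts that moved, for probes whose sign turned, and for predicted targets and lists whose call or sign changed: probes changed at adjusted p under 0.05 from 2 to 7, probes changed at adjusted p under 0.05, higher from 0 to 1, probes changed at adjusted p under 0.05, lower from 2 to 7, probes past the filter from 1088 to 2657, probes past the filter, higher from 522 to 1370, probes past the filter, lower from 547 to 1287, VEGFA probe PH_hs_0004213 from -0.36 to 0.49, VEGFC probe PH_hs_0004575 from -0.14 to 0.95, MMP9 probe PH_hs_0009143 from -0.53 to 0.72, CDKN1B probe PH_hs_0012886 from -0.73 to 0.056, MMP2 probe PH_hs_0024052 from -0.52 to 0.38, CDKN1A probe PH_hs_0024155 from -0.63 to 0.064, GRIA3 probe PH_hs_0024278 from 0.70 to 0.86, AGTR2 probe PH_hs_0024647 from -0.20 to 0.069, TGFB1 probe PH_hs_0042077 from -0.18 to 0.58, ZEB1 probe PH_hs_0044728 from -0.54 to 0.31, BCL2 probe PH_hs_0044729 from -0.0023 to 0.43, CDK6 probe PH_hs_0049222 from -0.74 to 0.38, CD44 probe PH_hs_0060296 from -0.12 to 0.22, BAK1 probe PH_hs_0060710 from -0.17 to 0.22, glutamate receptors from -0.20 to 0.037, mesenchymal from -0.32 to 0.052, epithelial from -0.12 to 0.14, TGFB response from -0.28 to 0.079, matrix proteases from -0.34 to 0.20, DNA replication from 0.15 to 0.95, histones from 0.22 to 0.45, p53 targets from -0.41 to 0.061, ER stress ATF4 from -0.19 to 0.14, cholesterol synthesis from -0.21 to 0.62, inflammatory early from -0.69 to -0.31, reference genes from -0.55 to -0.25, miRNA machinery from -0.18 to 0.11, leukocyte from -0.34 to -0.11, neuron from -0.23 to 0.44. The call of DNA replication was lost without anti-miR-330-3p replicate 74, that of histones without anti-miR-330-3p replicate 74 or 76 or NC-LV replicate 81 or 83, and that of reference genes without anti-miR-330-3p replicate 74 or 76 or NC-LV replicate 79 or 83. Calls were gained for cholesterol synthesis without anti-miR-330-3p replicate 74 or 76, while its sign turned without replicate 72, for leukocyte without anti-miR-330-3p replicate 76 and for inflammatory early without NC-LV replicate 81. Leaving CDC20, UBE2C, CA9 and SNAI1 out of the lists changed no call, which does not undo that they had been seen before the lists were fixed. Without NC-LV replicate 81, the unadjusted limma p of GRIA3 probe PH_hs_0024278 rose to 0.054. The causes of these changes were not tested, also where an alternative uses fewer probes or arrays. Scaling to the upper quartile and keeping only probes above the floor, like leaving those genes out, were chosen after the data had been seen. Seed sites, GC correction and a slide block were not run, and the filters on dim probes give no value for probes they remove. Without detection calls, signal over background limits what can be said of dim probes.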

Differences from the paper's values

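In qRT-PCR of A549 cells, the paper's ratio of GRIA3 mRNA in anti-miR-330-3p over NC-LV cells is about 1.3 in Fig. 7B, read by eye. On the arrays the ratio was 2.50 for probe PH_hs_0049155 and 1.67 for probe PH_hs_0024278. The first differs from the paper's value by over 1.5 times and the second does not, except with arrays centred on the median (2.12) and with arrays scaled to the upper quartile (2.01), the latter chosen after the values had been seen. The assays are different. Among the alternatives set before the data were examined, the first probe came within 1.5 times of the paper's value with the values as deposited (1.92) and not with arrays centred on the median, a constant of 50 added, the brightest 75% of probes, trend and robust eBayes, the methods' test, array weights, or any 1 array left out, and it is not among the brightest 50% of probes.

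The results text states that anti-miR-330-3p lowered GRIA3 expression, while the discussion and the bars of Fig. 7B give the opposite direction. On the arrays both GRIA3 probes were higher with anti-miR-330-3p (1.32 and 0.74 on the log2 scale). The methods give a fold over 2.0 as the filter and the legend of Supplementary Figure 4 prints another fold. At the fold printed there, 42, and an unadjusted p under 0.05, 4 probes passed, against 1508 at a fold over 2. Whether 42 was the fold applied, or a misprint of the methods' fold, is not given in the sources used here. The count at 42 was 1 without anti-miR-330-3p replicate 76, with NC-LV replicate 81 left out, with the methods' test, with trend and robust eBayes or with the brightest 75% or 50% of probes, 10 with array weights, and 0 with a constant of 50 added or with only probes above the floor on all arrays, an alternative chosen after the data had been seen, so such folds rest on values at the floor. The paper does not name limma. GRIA3 did not pass the printed fold under any setting run.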

Other observations

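Genes of the TGF-β response had no common direction (median log2 fold change -0.07 over 22 genes, camera, adjusted p = 0.260). The median turned to 0.10 relative to all genes with the values as deposited. Of the 22 genes, 10 had a positive log2 fold change. At a fold over 2 and an unadjusted p under 0.05, 0 were higher and 2, TGFBR2 and PMEPA1, were lower in anti-miR-330-3p cells. TGFBR2, the type II TGF-β receptor, had a log2 fold change of -1.80, PMEPA1, a feedback inhibitor of the pathway, had -2.39, which moved to -1.42 without anti-miR-330-3p replicate 76 and lost its call with the methods' test, and 1 gene, TGFBR2, passed when adjusted over the list alone. Of 22 early response and inflammatory genes, 7 had a positive log2 fold change, the median was -0.53 (camera, adjusted p = 0.166, and 0.0233 without NC-LV replicate 81, where the list became called), and none passed when adjusted over the list alone. At a fold over 2 and an unadjusted p under 0.05, 3 of these genes were higher and 3 lower. Of the members with the smallest p, EGR1 had 2.18, JUN -1.18 and TNFAIP3 -1.75. The arrays of the groups overlapped for EGR1, and the call was lost with the methods' test for EGR1 and TNFAIP3, with array weights for EGR1 and with arrays centred on the median for JUN. Among hypoxia genes, CA9 and CA12, both carbonic anhydrases, went in opposite directions (3.13 and -1.36; CA9 had been seen in Supplementary Figure 4), each past the threshold when adjusted over the list alone, and the list median was 0.19 over 24 genes (camera, adjusted p = 0.432). No gene of these lists passed the adjusted threshold over all probes in limma.

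The paper reports protein levels of EMT and cell cycle genes from other experiments. On the arrays, mRNA of SNAI1, which encodes Snail, was higher with anti-miR-330-3p (log2 fold change 1.43; limma, adjusted p = 0.383), a call lost with the methods' test, where the paper reports mesenchymal proteins, Snail among them, lower and E-cadherin, encoded by CDH1, higher on knockdown. The other mesenchymal genes it names had negative log2 fold changes and so did CDH1, and none of these passed the adjusted threshold. SNAI2 had -0.87 (an unadjusted p under 0.05, lost with the methods' test and without most single arrays), CDH2 -0.75, CLDN1 -0.80, CTNNB1 -0.88, CDH1 -0.62, TWIST1 -0.28, VIM -0.28, TGFB1 0.25 and ZEB1 -0.14 (-0.50 in a second probe) on the log2 scale. Single arrays turned the sign of TGFB1 and of the first ZEB1 probe, and CDH1 without NC-LV replicate 79, and CLDN1 without NC-LV replicate 81, had an unadjusted p under 0.05. The list median was -0.45 over 10 genes (camera, adjusted p = 0.228). Of the study's cell cycle and apoptosis genes, CD44 (-1.46) and CCND1 (-1.28) were lower at a fold over 2 and an unadjusted p under 0.05, but the arrays of the groups overlapped for both, both calls were lost with the methods' test and with arrays centred on the median, and without anti-miR-330-3p replicate 76 both were lost as well, at -1.11 for CD44 probe PH_hs_0032595 and -0.85 for CCND1 probe PH_hs_0024184. A second CD44 probe had 0.09. CDK6 probe PH_hs_0002992 was higher by the same filter (1.03) with the arrays of the groups apart, and the brighter CDK6 probe PH_hs_0049222, which stands for the gene in the list, had -0.16. BAX had 0.60 and 0.45, BAK1 0.77 and -0.01, and BCL2 0.25 and 0.20 in their 2 probes each. The arrays of the groups were apart for the first BAX and the first BAK1 probe, whose unadjusted p was under 0.05 in limma but not with the values as deposited or without NC-LV replicate 83, and for BAX also not without 4 other single arrays, with trend and robust eBayes or with the brightest 50% of probes. The list median was -0.21 over 10 genes (camera, adjusted p = 0.282). The signs of VIM and of this list turned with the scaling of the arrays. For VEGFA and VEGFC the paper reports lower expression on knockdown, by western blotting and by qRT-PCR. The legend names HUVEC cells in co-culture, so the cells may differ from those on the arrays. The VEGF family had a median of 0.18 over 10 genes (camera, adjusted p = 0.488), with VEGFA at -0.39 and, in a second probe, 0.09, and VEGFC at 0.39. The sign of VEGFC and of the second VEGFA probe turned with the values as deposited, with array weights and without anti-miR-330-3p replicate 72, and without that array VEGFA probe PH_hs_0045863 had -1.04 and an unadjusted p under 0.05. The 3 predicted targets with a probe had a median of 0.70 (camera, adjusted p = 0.228).

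The remaining lists were not called by camera with a preset correlation and quantile normalization. Their median log2 fold changes were -0.17 (mesenchymal), 0.04 (epithelial), -0.07 (matrix proteases), -0.16 (p53 targets), -0.09 (interferon response), -0.19 (NRF2 targets), 0.04 (ER stress ATF4), 0.35 (cholesterol synthesis), -0.09 (ribosomal proteins), -0.04 (miRNA machinery), 0.17 (lung epithelium), 0.25 (fibroblast), 0.39 (endothelium), -0.18 (leukocyte), 0.02 (neuron). Under other scalings of the arrays some of these were called, at the preset correlation of 0.01. An estimated correlation was run only with quantile normalization, where it was 0.203 for ribosomal proteins and 0.509 for cholesterol synthesis. The ribosomal list turned to 0.45 relative to all genes and was called with the values as deposited (camera, adjusted p = 0.00346). It was also called with arrays centred on the median (camera, adjusted p = 0.00253) and with arrays scaled to the upper quartile (camera, adjusted p = 0.00820). The cholesterol synthesis list was called with the values as deposited and with arrays scaled to the upper quartile (0.44 for both). These scalings differ only by a constant for each array. A relative median is therefore the same in all of them by construction, and they are not separate checks. The cholesterol synthesis list was also called without anti-miR-330-3p replicate 74 or 76, but turned to -0.21 without replicate 72, and its mean relative to NC-LV was 1.28, -0.35 and 0.05 on anti-miR-330-3p arrays 72, 74 and 76, so array 72 carried its positive value. A call was also gained for leukocyte genes with array weights and without anti-miR-330-3p replicate 76. In the fibroblast list 1 gene, LUM (1.04), was higher when adjusted over the list alone. Of all probes, 18.4% had 3 arrays of one group beyond all 3 of the other. Ties aside, the mean of this share over the 10 splits of the arrays is 10%. The share was not computed for the other splits and probes can move together, so whether 18.4% exceeds chance stays open.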
